# Cellular zinc status alters chromatin accessibility and binding of p53 to DNA

**DOI:** 10.26508/lsa.202402638

**Published:** 2024-07-08

**Authors:** Daniel Ocampo, Leah J Damon, Lynn Sanford, Samuel E Holtzen, Taylor Jones, Mary A Allen, Robin D Dowell, Amy E Palmer

## Abstract

Zn^2+^ is an essential metal required by approximately 850 human transcription factors. How these proteins acquire their essential Zn^2+^ cofactor and whether they are sensitive to changes in the labile Zn^2+^ pool in cells remain open questions. Using ATAC-seq to profile regions of accessible chromatin coupled with transcription factor enrichment analysis, we examined how increases and decreases in the labile zinc pool affect chromatin accessibility and transcription factor enrichment. We found 685 transcription factor motifs were differentially enriched, corresponding to 507 unique transcription factors. The pattern of perturbation and the types of transcription factors were notably different at promoters versus intergenic regions, with zinc-finger transcription factors strongly enriched in intergenic regions in elevated Zn^2+^. To test whether ATAC-seq and transcription factor enrichment analysis predictions correlate with changes in transcription factor binding, we used ChIP-qPCR to profile six p53 binding sites. We found that for five of the six targets, p53 binding correlates with the local accessibility determined by ATAC-seq. These results demonstrate that changes in labile zinc alter chromatin accessibility and transcription factor binding to DNA.

## Abstract (precis)

ATAC-seq and transcription factor enrichment analysis reveal that perturbations in labile Zn^2+^ alter chromatin accessibility and enrichment of transcription factor motifs in regions of open chromatin.

## Introduction

Regulation of gene expression is at the heart of virtually every biological process. How genes are switched on and off at a precise time and in a specific place drives developmental programs, defines the type and state of a cell, regulates cell fate decisions, and underlies basic physiology. The ability of transcription factors (TFs) to regulate gene expression is typically proportional to the accessibility of their binding sites in the genome (Lara-Astiaso et al, 2014; Ampuja et al, 2017; Starks et al, 2019). TFs either bind directly at promoters or in distal regulatory regions called enhancers, both of which are characterized by nucleosome depletion. DNase-seq (Song & Crawford, 2010) and ChIP-seq (Barski et al, 2007; Johnson et al, 2007) have long been used to map regions of open chromatin and TF binding, respectively. TF binding can create a footprint of depletion of DNase-seq signal, although it has been reported that 80% of TFs do not show detectable footprints (Baek et al, 2017). For TFs that do show footprints, DNase-seq has the advantage that it can capture TF-binding information for many TFs simultaneously. Consequently, several computational methods have been created to correlate DNase-seq signal with TF-binding motifs (Gusmao et al, 2016; Vierstra & Stamatoyannopoulos, 2016). Because DNase-seq and ChIP-seq require millions of cells to generate high-quality datasets, an alternative approach for directly probing regions of open chromatin is becoming more widely used; the Assay for Transposase Accessible Chromatin with sequencing (ATAC-seq) (Buenrostro et al, 2013; Corces et al, 2017) requires only 500–50,000 cells. The transposase used in ATAC-seq inserts sequencing adapters into regions of open chromatin, and these regions correlate well with regulatory regions identified via DNase-seq and ChIP-seq (Buenrostro et al, 2013; Minnoye et al, 2021). However, ATAC-seq does not allow for straightforward identification of which TFs may be active within these regions of open chromatin. Computational methods to identify TF “footprints” have been developed (Quach & Furey, 2017; Li et al, 2019; Bentsen et al, 2020), but these historically have not been as robust for ATAC-seq datasets as they are for DNase-seq datasets (Quach & Furey, 2017). Further, as previously noted, not all TFs leave detectable footprints, and footprint depth is likely proportional to residence time on DNA (Sung et al, 2016; Baek et al, 2017).

Transcription factor enrichment analysis (TFEA) is a recently developed computational approach that seeks to identify differentially active TFs in genomic datasets (Rubin et al, 2021). TFEA takes regions of active transcription as input and subsequently uses DESeq2 (Love et al, 2014) to establish a ranked list of differentially transcribed regions. Each of these regions is then subjected to TF motif scanning to determine which TF motifs are enriched in regions of open chromatin in a particular treatment, and an enrichment score (E-score) is calculated for each treatment relative to the control. TFEA was applied to nascent transcription datasets and accurately identified transcriptional responses to Nutlin-3a, lipopolysaccharide, and dexamethasone (Rubin et al, 2021). TFEA can also be applied to ATAC-seq datasets to identify TF motifs associated with open chromatin and whether there is an increase or decrease in association in response to a given perturbation (Gupta et al, 2021; Walker et al, 2021). Because regions of active transcription are associated with regions of open chromatin (both at enhancers and promoters), TFEA can thus be used to infer TFs that are enriched or depleted in genomic regions capable of active transcription in response to a given perturbation.

Of the more than 1,600 known human TFs, approximately half (48%) bind zinc (Lambert et al, 2018). Whereas the specific mode of zinc ion (Zn^2+^) coordination can vary, many of these TFs use zinc fingers to bind to DNA. Loss of Zn^2+^ results in a dysfunctional protein, with one of the most well annotated examples being p53 and its tumorigenic R175H mutation (Butler & Loh, 2003; Yu et al, 2014; Chiang et al, 2021). Whereas this is evidence that some TFs may be susceptible to altered activities because of Zn^2+^ levels, historically the metal regulatory transcription factor 1 (MTF1) is the only known TF whose activity is directly titratable by Zn^2+^ within the cell (Westin & Schaffner, 1988; Bittel et al, 1998; Guerrerio & Berg, 2004; Lindert et al, 2009). However, we and others have shown that perturbation of cellular Zn^2+^ across multiple cell types results in global changes in transcription that are not directly related to MTF1 (Hardyman et al, 2016; Sanford et al, 2019; Han et al, 2022). Although the concentrations of Zn^2+^ used in these studies were higher than expected physiological levels, even mild exposure to Zn^2+^ can alter the transcriptional landscape (Sanford et al, 2019). Furthermore, it has been established that the labile Zn^2+^ pool of mammalian cells is dynamic, such that neuronal stimulation (Sanford & Palmer, 2020), cell-cycle progression (Lo et al, 2020; Rakshit et al, 2023), and fertilization (Kim et al, 2011; Que et al, 2015), among other processes, can induce fluctuations to this labile pool in the pM to nM range. However, it is still unknown whether Zn^2+^ modulates transcription directly through its binding to transcription factors or indirectly through signaling pathways such as the MAPK pathway (Anson et al, 2021).

In this study, we used ATAC-seq and TFEA to identify TFs that are putatively activated and/or repressed as a consequence of cellular Zn^2+^ status. Elevation of Zn^2+^ using ZnCl_2_ and depletion of Zn^2+^ using a Zn^2+^-specific chelator caused broad changes in the accessible chromatin landscape, even after a short 30 min perturbation. TFEA revealed 648 motifs, corresponding to 507 unique TFs that were differentially associated with newly open chromatin upon perturbation of Zn^2+^. We found that elevation of Zn^2+^ led to enrichment of TF motifs in regions of open chromatin in distal regulatory regions, and 88% of the TFs were zinc-finger TFs. Conversely, depletion of Zn^2+^ led to strong enrichment of TFs in regions of open chromatin at promoters. To probe how TFEA enrichments correlate with TF occupancy, we selected a candidate TF (p53) and performed ChIP-qPCR. We found that for five of six selected p53 target sites, p53 binding correlated with local accessibility, such that a decrease in accessibility led to decreased p53 binding and an increase in accessibility correlated with increased p53 binding. These results reveal that zinc status alters chromatin accessibility, and this can be further propagated to zinc-dependent changes in TF binding to target genes, indicating that the functionality of zinc-dependent TFs can be sensitive to the labile Zn^2+^ pool.

## Results

### Perturbation of the labile Zn^2+^ pool leads to changes in chromatin accessibility

To determine which TFs may be activated in Zn^2+^ replete or Zn^2+^ deficient conditions, we performed ATAC-seq on MCF10A cells subjected to perturbations of Zn^2+^. We first used a genetically encoded FRET sensor (NLS-ZapCV2) (Fiedler et al, 2017) that is specific for measuring labile (freely exchangeable) Zn^2+^ in the nucleus. Addition of 30 μM ZnCl_2_ to the extracellular media caused a relatively slow but measurable rise in labile Zn^2+^ (Fig 1A–C). To limit any secondary effects that may occur from downstream activation of TFs, we opted to collect cells for ATAC-seq after 30 min of ZnCl_2_ treatment. In situ calibration of the sensor combined with the binding parameters (K_D_’ = 5.3 nM, n = 0.29 [Sanford et al, 2019]) revealed that at 30 min there was a change in labile Zn^2+^ from 150 pM to 75 nM. Addition of 50 μM of the Zn^2+^ chelator tris(2-pyridylmethyl)amine (TPA) resulted in a rapid decrease in nuclear Zn^2+^ to less than 1 pM (the minimum concentration of labile Zn^2+^ that can be quantified using NLS-ZapCV2) (Fig 1D–F). To keep treatments consistent, we also treated cells for 30 min with 50 μM TPA.

**Figure 1.**
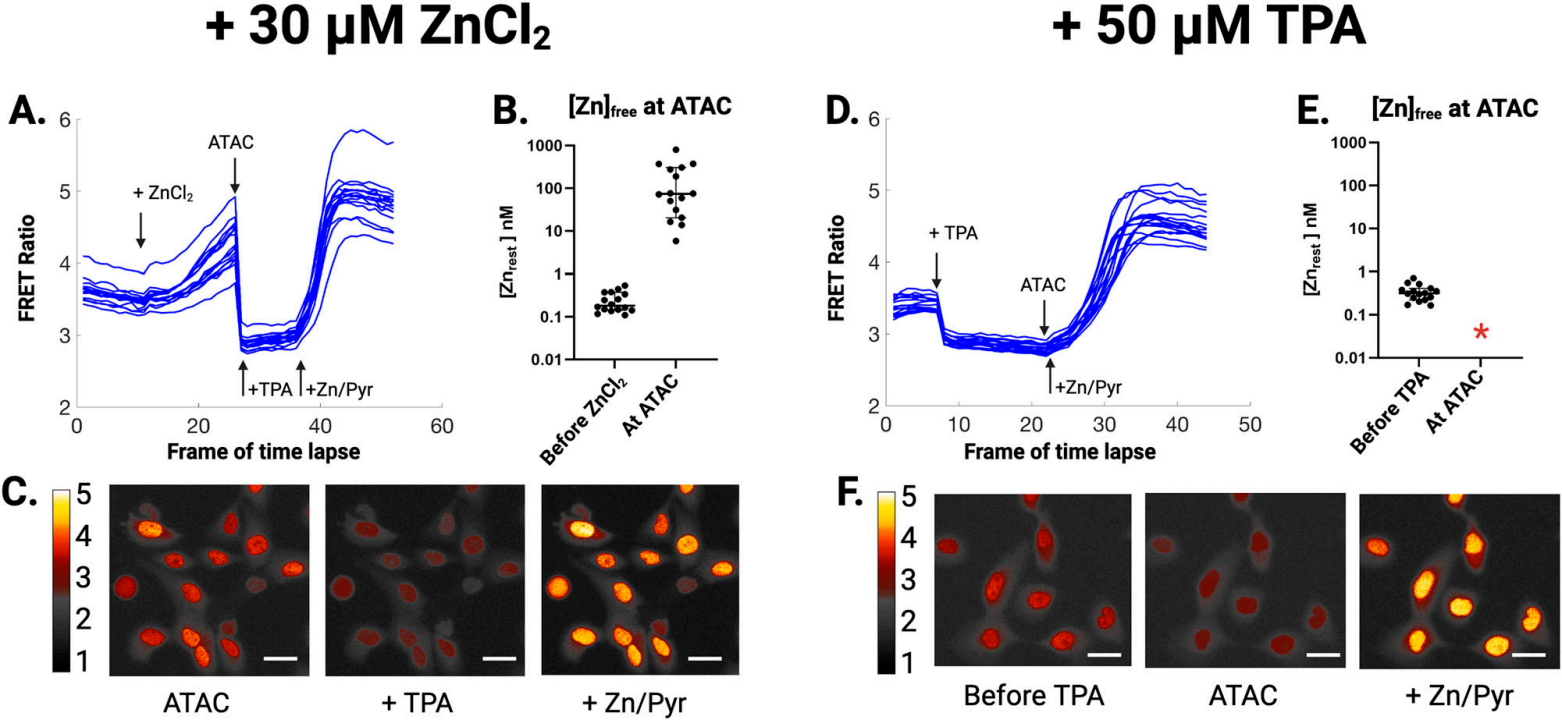
MCF10A cells are susceptible to perturbations in nuclear Zn^2+^. **(A)** Background-corrected FRET ratio traces for MCF10A cells expressing NLS-ZapCV2. Addition of ZnCl_2_ for 30 min results in an increase in labile Zn^2+^ from 150 pM to 75 nM. Addition of the Zn^2+^ chelator TPA followed by the addition of Zn^2+^ and pyrithione at 75 min allows for calibration of the sensor and subsequent quantification of labile Zn^2+^. **(B)** Quantification of Zn^2+^ at rest and at the time point of ATAC-seq. **(C)** Pseudo-colored ratio images of representative cells at the indicated points. **(D)** FRET ratio traces of MCF10A cells treated with TPA to deplete labile Zn^2+^, followed by calibration. **(E)** Quantification of Zn^2+^ at rest. The asterisk indicates that Zn^2+^ cannot be accurately quantified because it is at the lower detection limit of the sensor. Zn^2+^ is estimated to be ∼1 pM. **(F)** Pseudo-colored ratio images of representative cells at the indicated points. Each trace represents a single cell in the field of view. Lookup table values refer to the FRET ratio (background-corrected FRET channel/background-corrected CFP channel). Scale bar = 20 μm.

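ATAC-seq marks accessible chromatin by the fragments that Tn5 transposase releases from open DNA. MCF10A is an established, non-tumorigenic human mammary epithelial cell line. Cells were left untreated (control), treated with 50 μM TPA, a cell-permeable Zn2+ chelator, or treated with 30 μM ZnCl2, each for 30 min, and 2 libraries were made per condition, 6 in all. The authors trimmed adapters with BBDuk, mapped read pairs to hg38 with HISAT2 and annotated open chromatin in each library with HMMRATAC, a hidden Markov model caller, so that the deposited lists hold 1 set of open regions per library with no pooling of replicates. Each region carries a whole-number score given by the authors' caller, at least 30 in every library, and a width of at least 200 bp. The lists hold no read counts, so the sequencing depth of the libraries is unknown and an accessibility fold change could not be computed from them. Removal of blacklisted regions followed the merging of peaks in the paper's methods and was not repeated here.
Open regions on chromosomes 1 to 22, X and Y were compared by overlap of at least 1 bp, and scores were used to rank regions within their own list and, averaged over the libraries with a call, to choose the gained and lost regions that are named. Control replicates 1 and 2 had 25031 and 44641 open regions, TPA replicates 35902 and 41376, and ZnCl2 replicates 38069 and 18887. The regions covered 35.7 and 94.2 Mb in the control, 52.6 and 77.3 Mb with TPA and 65.0 and 44.4 Mb with ZnCl2. Median widths were 1220 and 1760 bp in the control, 1160 and 1070 bp with TPA and 1450 and 2070 bp with ZnCl2. The choice most able to change the numbers is how long a list is used: besides all regions, comparisons were made with the 18887 highest scoring regions of each library (equal number of regions) and, for most measures, with the upper 50% of each list by score. Regions of all libraries were merged wherever they overlapped or touched, and a merged region was counted as gained when it was open in both treated and in neither control library, and as lost in the opposite case.

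**Figure D1:**
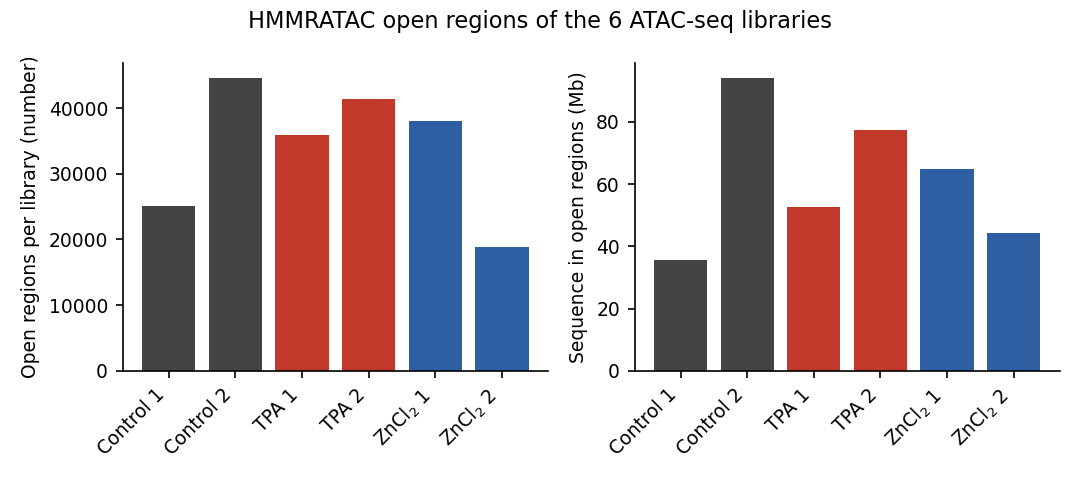
Number of open regions (left axis, per library) and sequence they cover (right axis, Mb) in the 6 libraries, 1 bar per library, colored by condition. The replicates of the control and of ZnCl2 lie farther apart than the means of the conditions.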

We performed ATAC-seq to assess which regions in the genome are differentially accessible in Zn^2+^ deficient and Zn^2+^ replete states. Treatment with TPA or ZnCl_2_ induced broad changes in global chromatin accessibility (Fig 2A). 

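The number of open regions per library was 34836 ± 13866 (SD, n = 2) in the control, 38639 ± 3871 (SD, n = 2) with TPA and 28478 ± 13564 (SD, n = 2) with ZnCl2. The difference of 3803 regions between TPA and control was within the spread of the control replicates (two-sided exact permutation test, p = 1), as was that of -6358 between ZnCl2 and control (two-sided exact permutation test, p = 0.667). With 2 libraries against 2, the smallest p such a test can give is 0.333, so no comparison of 1 treatment with the control by this test can reach 0.05. Leaving out control replicate 1 or 2 moved the TPA difference to -6002 or 13608. For each pair of libraries, the number of merged regions open in both was divided by the number open in either. This shared fraction was 54.4% between the control replicates, 79.1% between the TPA replicates and 49.5% between the ZnCl2 replicates, a mean of 61.0% against 61.4% over the 12 pairs from different conditions. At equal number the corresponding values were 75.5%, 77.7% and 74.2%, a mean of 75.8% against 67.3%. Of the 15 ways to form 3 pairs of the 6 libraries, 6 gave a mean as large as the replicates with all regions, and only the pairing by condition did so with an equal number of regions.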

TPA treatment impacted accessibility more than ZnCl_2_ treatment (813 versus 517 differentially accessible regions with TPA versus ZnCl_2_) (Fig 2B, SdataF2). 

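Of the merged regions, 1009 were gained and 348 were lost with TPA, and 85 were gained and 855 were lost with ZnCl2, so that 1357 regions changed with TPA and 940 with ZnCl2. The same 4 libraries can be split into pairs in 2 other ways that mix the conditions, and these show what differences between single libraries give. For TPA and control the other splits gave 3986 and 831 changed regions, and for ZnCl2 and control 158 and 8919, so in each comparison 1 mixed split gave more than the real one. When each library entered with an equal number of regions, the real split gave the most: 2164 changed regions with TPA, against 787 and 475, and 1794 with ZnCl2, against 770 and 634. In that setting 983 regions were gained and 1181 lost with TPA, and 833 were gained and 961 lost with ZnCl2. TPA changed more regions than ZnCl2 in both settings, and whether the counts of the treatments differ beyond chance was not tested. This order held when control replicate 2 was left out and reversed when control replicate 1 was left out. It also reversed when regions were counted within each replicate number and averaged. All these counts are changes in calls, not the differences in read coverage that the paper tested.

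**Figure D2:**
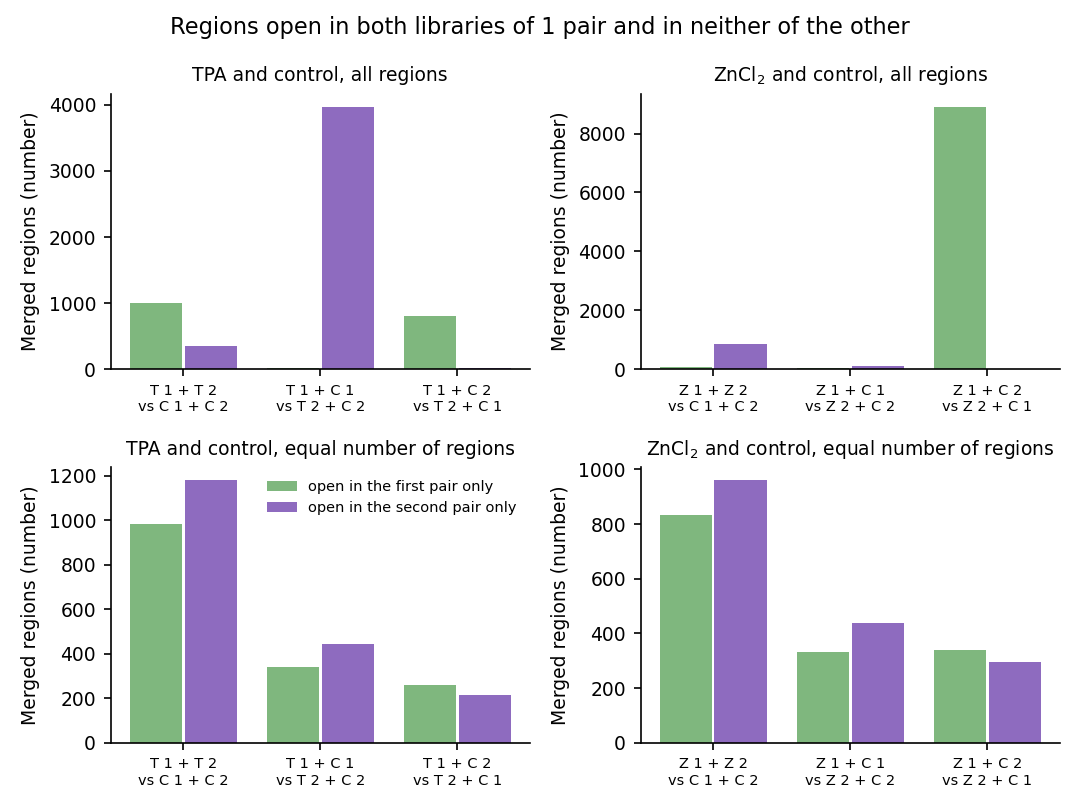
Number of merged regions open in both libraries of 1 pair and in neither of the other, for the real split and the 2 mixed splits of the TPA and control libraries (left) and of the ZnCl2 and control libraries (right), with all regions (top) and an equal number of regions (bottom). C, T and Z stand for control, TPA and ZnCl2 and are followed by the replicate number, green bars count regions open in the first pair only and purple bars those open in the second pair only, and the real split stands highest in the bottom panels.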

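The places of the top-ranked changes were read by eye from the paper's tracks (Fig 2C), and the nearest merged open region was taken. Whether these are exactly the regions that the paper tested was not checked. For TPA the place lies on chromosome 10 of hg38, and the merged open region there spans 264101 to 265670, 1570 bp outside any annotated gene, between ZMYND11 and DIP2C. All 6 libraries had a call at this place. Its score exceeded 99.8% and 99.7% of the regions in the lists of TPA replicates 1 and 2, where it ranked 80 and 122 from the top, 0% and 42.8% in those of control replicates 1 and 2, and 70.0% and 60.5% with ZnCl2. The region found in the same way for ZnCl2 lies in an intron of EHMT1 on chromosome 9, from 137722521 to 137723460. It was called in ZnCl2 replicate 1 only, with a score above 76.8% of that library's regions.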

Fig 2C shows genomic tracks for the top hit for TPA and ZnCl_2_ treated cells. In both treatments, there was an overall trend towards reduced accessibility, with 593 regions and 334 regions having negative log_2_FoldChanges, corresponding to 73% and 64% of the differentially accessible regions for TPA and ZnCl_2_, respectively. 

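Lost regions made up 25.6% of the changed regions with TPA and 91.0% with ZnCl2 when all regions were used. Lists of equal length gave shares of 54.6% and 53.6%. These shares moved with single libraries: for TPA the value was 3.82% without control replicate 2 and 85.5% without control replicate 1, and for ZnCl2 it was 24.3% without ZnCl2 replicate 2 and 98.8% without control replicate 1. Among the mixed splits with all regions, the share open only in the second pair ran from 0.0785% to 99.7%.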

Interestingly, whereas treatment with TPA led to broad changes in accessibility, suggestive of non-specific global decreases in accessibility, elevated Zn^2+^ led to a smaller number of highly significant changes in accessibility in select regions, suggesting that perhaps elevation of Zn^2+^ leads to changes in specific regions of chromatin (Fig 2A). 

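The regions gained with TPA had a median width of 940 bp, a GC content of 45.2% ± 6.78 (SD across 1009 regions), and 5.45% of them overlapped a promoter, the 1000 bp upstream of a start site. Those lost with TPA were wider, with a median of 2235 bp, had a GC content of 54.1% ± 7.94 (SD across 348 regions), and 32.5% overlapped a promoter. With ZnCl2 the gained regions had a median width of 890 bp and a GC content of 51.4% ± 9.13 (SD across 85 regions), and the lost ones 1510 bp and 41.3% ± 5.05 (SD across 855 regions). Regions open in all 6 libraries had a median width of 2880 bp, a GC content of 50.7% ± 6.84 (SD across 15852 regions), and 48.5% overlapped a promoter. All these widths are of merged regions, so they depend in part on how many calls were merged and from which libraries. A wider region also has more chance to overlap a promoter by 1 bp.
The gained and lost regions with the highest mean scores were named by a rule set in advance. Gained with TPA were a region on chromosome 4 from 118620301 to 118620890, 64796 bp from the start of METTL14, the nearest coding gene, and one on chromosome 10 from 47483091 to 47484670 that overlaps an untranslated part of ANXA8. Lost with TPA were a region on chromosome 1 from 144776131 to 144777520, outside annotated genes, and one on chromosome 11 from 71785691 to 71789080 in an exon of the pseudogene FAM86C1P. Gained with ZnCl2 were a region on chromosome 1 from 161454031 to 161454620, 51104 bp from the start of FCGR2A, and one on chromosome X from 55182941 to 55183500. Lost with ZnCl2 were a region on chromosome 9 from 39809221 to 39810210 in an exon of GLIDR and one on chromosome 8 from 69690091 to 69690470 in an intron of SLCO5A1. Of the gained regions, that near METTL14 was also open in ZnCl2 replicate 2, and that at ANXA8 in both ZnCl2 libraries. The region near FCGR2A was also open in TPA replicate 2, and that on chromosome X in no other library. Each lost region was open in at least 1 library of the other treatment. In 7 of these 8 regions, at least 1 of 10 pieces of 50 bp occurs more than once in the assembled genome, and the region on chromosome X is the exception. A repeated piece was found in 74.1% of the 85 regions gained with ZnCl2 and in 32% of 100 regions drawn from those open in all 6 libraries.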

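MT1E lies on the plus strand of chromosome 16 of hg38 from 56625475 to 56627112, and the region tested by the paper around it is 5469 bp long. Every library had an open region over MT1E. Its score exceeded 34.2% and 70.6% of the regions in the lists of control replicates 1 and 2, 43.4% and 36.3% with TPA and 87.9% and 25.3% with ZnCl2, so the ZnCl2 replicates held the highest and the lowest of the 6 percentages. These depend on the length of each list. Counted from the highest score, the region ranked 4496 and 13464 in the ZnCl2 replicates, 15742 and 12818 in the control and 19694 and 25534 with TPA. With an equal number of regions, both ZnCl2 and both control libraries kept the call and neither TPA library did. The calls of the control replicates were 1430 and 3180 bp wide and those of the ZnCl2 replicates 3150 and 5700 bp. In TPA replicate 2 a single call of 11270 bp, from 56619931 to 56631200, spanned the gene and its surroundings. When only the upper 50% of each list was kept, the region was open in 2 of the 6 libraries.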

One of the top hits showing increased accessibility with ZnCl_2_ treatment was a region (chr16:56623012–56628480; log_2_FC = 1.14, *P*_adj_ = 4.47 × 10^−7^) directly aligned with the metallothionein isoform *MT1E*, a gene regulated by the MTF1 in response to increased levels of Zn^2+^ (Fig 3). In addition, the region overlapping a second metallothionein isoform, *MT2A*, also showed increased accessibility though to a lesser extent (chr16:56605751–56611835; log_2_FoldChange = 0.611, *P*_adj_ = 0.018). These results show that perturbations of the labile Zn^2+^ pool can alter the landscape of accessible chromatin in a short (30 min) time frame, with Zn^2+^ depletion leading to global decreases in chromatin accessibility and Zn^2+^ increases leading to more specific increases in accessibility. Furthermore, we observe changes in accessibility in genomic regions corresponding to key zinc regulatory genes (*MT1E* and *MT2A*), as would be expected upon perturbation of metal homeostasis.

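MT2A lies on the plus strand from 56608584 to 56609497 and was covered by an open region of 5530 to 6320 bp in every library. Its score exceeded 75.2% ± 6.27 (SD, n = 2) of the regions in the control lists, 83.6% ± 4.02 (SD, n = 2) in the TPA lists and 82.0% ± 1.31 (SD, n = 2) in the ZnCl2 lists. The rank within the list was thus higher in each treated library than in either control library, with the TPA and ZnCl2 values overlapping.

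**Figure D3:**
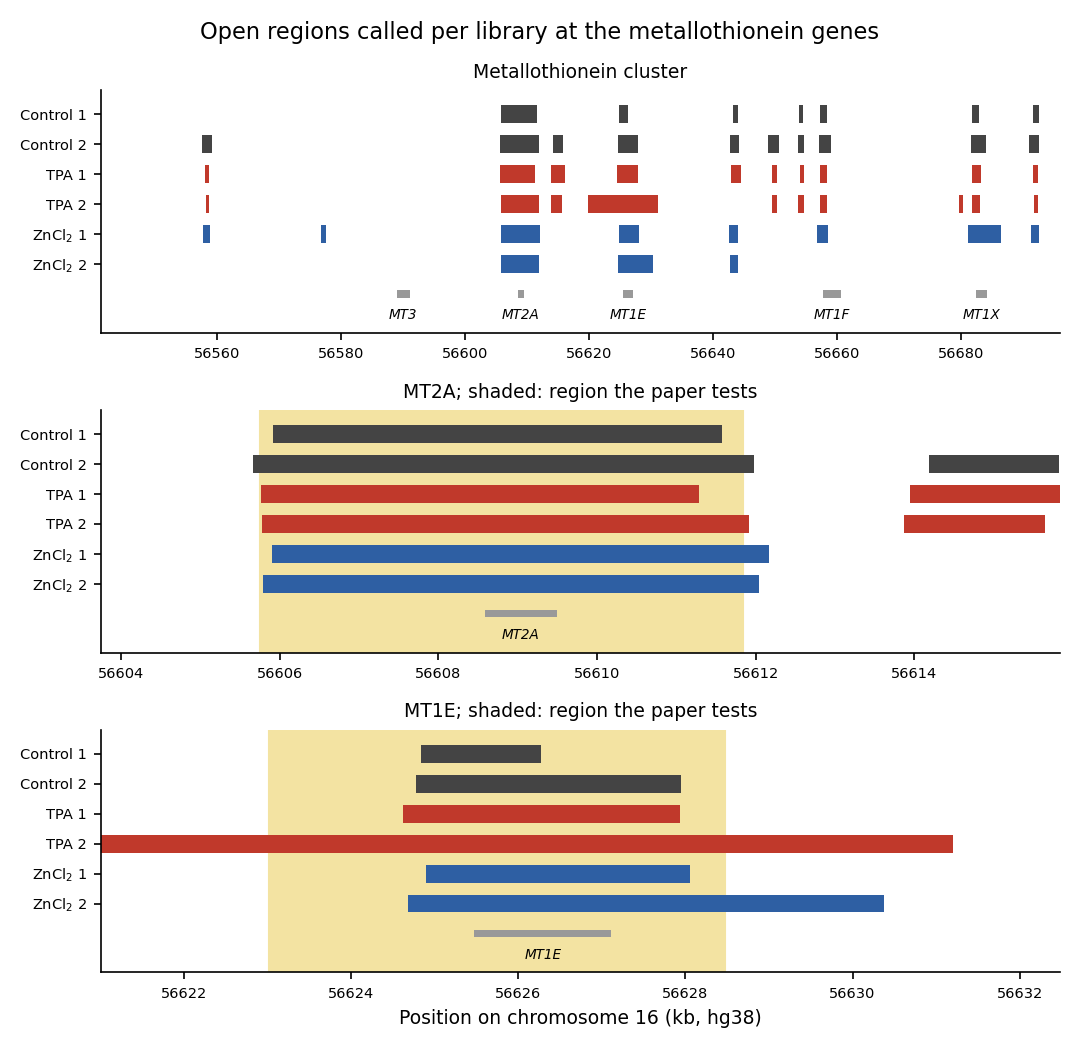
Open regions called in each library (bars, colored by condition) along chromosome 16 (horizontal axis, kb, hg38) at the metallothionein gene cluster (top), MT2A (middle) and MT1E (bottom), with genes in gray and the regions tested by the paper shaded. Both shaded regions hold a call in all 6 libraries, and the call of TPA replicate 2 over MT1E is the widest.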

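Across the 6 libraries, 15852 of the merged regions (32.0%) were open in all libraries and 8273 (16.7%) in 1 library only. Regions over 10 kb numbered 29 and 154 in the control replicates, 157 and 998 with TPA and 49 and 56 with ZnCl2. The open sequence made up 1.16% and 3.05% of the assembled chromosomes in the control and between 1.44% and 2.50% in the treated libraries, which fell between the control replicates. The paper reasons from read coverage within the merged regions (Fig 2A and B): most differentially accessible regions had negative log2 fold changes, more regions changed with TPA than with ZnCl2, and the changes with ZnCl2 were fewer and highly significant. From the broad distribution with TPA it proposes a non-specific decrease in accessibility, from the select regions with ZnCl2 it proposes changes in specific regions of chromatin, and it concludes that perturbing the labile Zn2+ pool alters accessible chromatin within 30 min.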

**Figure 2.**
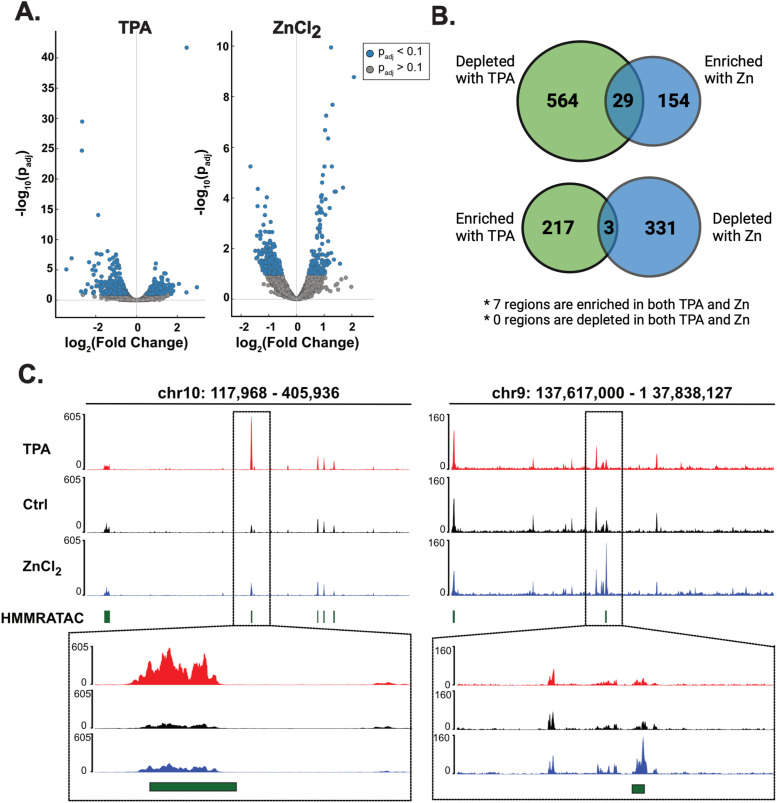
Perturbing cellular Zn^2+^ causes global changes in chromatin accessibility. **(A)** Volcano plots depicting genomic regions that exhibit a change in chromatin accessibility for cells treated with 50 μM TPA (left) or 30 μM ZnCl_2_ (right). A positive log_2_FoldChange indicates an increase in accessibility, whereas a negative log_2_FoldChange indicates a decrease in accessibility. **(B)** DESeq2 differential accessibility analysis shows that most peaks are uniquely accessible depending on Zn^2+^ status. The overlap in the Venn diagrams indicates the peaks which are inversely accessible between the denoted treatments. **(C)** Genomic tracks showing the top hit for differential accessibility for TPA (left) and ZnCl_2_ (right) treated cells. Green boxes denote accessible chromatin as annotated using HMMRATAC. Source data are available for this figure.

**Figure 3.**
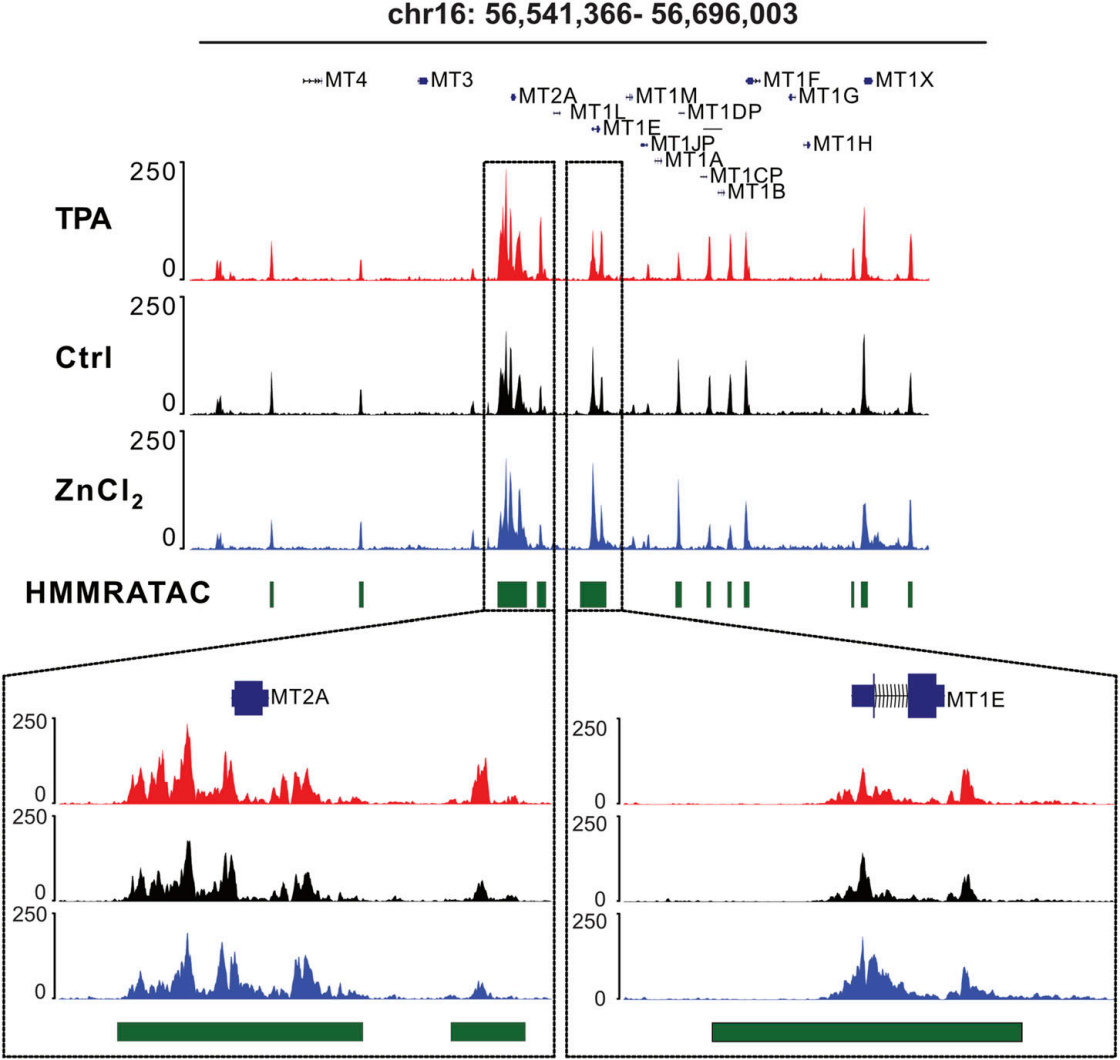
Genomic regions encompassing the Zn^2+^ regulatory genes *MT2A* and *MT1E* show increased accessibility with ZnCl_2_ treatment. Top, the ∼154 kb region of chromosome 16 where all *MT* isoforms reside. Bottom, zoomed in views of the *MT2A* locus (left) and the *MT1E* locus (right).

### TFEA reveals differential enrichment of TF motifs with open chromatin

To determine which TFs may be activated or repressed in each treatment, we performed TFEA (Rubin et al, 2021). 

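TFEA ranks regions by differential signal and asks whether occurrences of a TF motif near region centers gather at one end of the ranking. In the methods the authors merged the HMMRATAC regions of 2 biological replicates with muMerge, while the results call the replicates technical. They counted reads in the merged regions with HTSeq, ranked the regions with DESeq2 and scanned 1500 bp on either side of each region center. Reads and the authors' motif matrices were not used here, so enrichment scores were not recomputed. Instead, the open regions of each library were assigned to promoters and to nongenic sequence, and the sequence around their centers was searched for consensus sites. Start sites and genes came from GENCODE release 44, limited to the 40960 of 62700 genes (65.3%) that RefSeq also lists, which stand in for the RefSeq annotation named by the authors. Promoters covered 39.8 Mb. Of the merged regions, 11806 overlapped a promoter and 20243 overlapped sequence outside genes and promoters, and a region can belong to both classes.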

Briefly, regions of open chromatin were annotated as peaks using HMMRATAC (Tarbell & Liu, 2019) and peaks from two technical replicates were combined using the muMerge algorithm (Rubin et al, 2021). Then, each of 1279 TF motifs from HOCOMOCO (Kulakovskiy et al, 2018) were subjected to motif scanning using Find Individual Motif Occurrences (FIMO) to identify potential TF-binding motifs within the detected peaks (Grant et al, 2011), and differential expression analysis using DESeq2 was performed to generate a ranked list of peaks that were differentially accessible between control and treatment conditions. This was used to generate an enrichment score (E-score) to determine which TF motifs were differentially enriched in regions of newly open chromatin between the control and treatment conditions. For this analysis we separated promoter regions, defined as 1,000 bp upstream of transcription start sites from distal regulatory regions, defined as regions more than 1,000 bp from a transcription start site.

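A promoter was overlapped by 30.4% ± 7.14 (SD, n = 2) of the open regions in the control libraries, 25.8% ± 1.61 (SD, n = 2) with TPA and 36.0% ± 10.2 (SD, n = 2) with ZnCl2. The difference of -4.53 percentage points with TPA was smaller than the spread of the control replicates, and that of 5.69 points with ZnCl2 was smaller than the spread of the ZnCl2 replicates (two-sided exact permutation test, p = 0.667 for each). Without ZnCl2 replicate 2, the difference for ZnCl2 was -1.52 points, and without control replicate 1 that for TPA was 0.515 points. The replicates lay closer together with an equal number of regions, at 42.7% ± 1.90, 37.8% ± 0.344 and 44.1% ± 1.19 (SD, n = 2 each). In that setting both TPA libraries were below both control libraries, a difference of -4.85 points (two-sided exact permutation test, p = 0.333, the smallest this design allows), whereas the difference of 1.41 points with ZnCl2 was within the replicate spread (two-sided exact permutation test, p = 0.667).

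**Figure D4:**
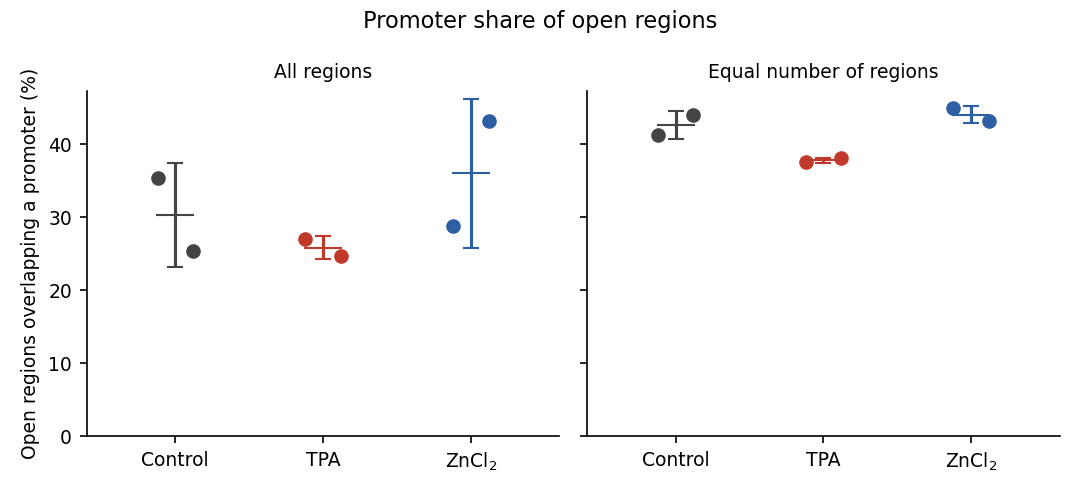
Percent of open regions that overlap a promoter (vertical axis) in each library (points), with the mean and SD of the 2 replicates per condition (lines), for all regions (left) and an equal number of regions (right). The replicates draw together at equal number, where the TPA libraries lie below the others.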

Perturbation of Zn^2+^ led to many changes in the enrichment of TF motifs in regions of open chromatin. We found 685 motifs were differentially enriched with a *P*_adj_ < 1 × 10^−7^, corresponding to 507 unique TFs, 434 of which were zinc-finger TFs. 

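The paper's tables list 1285 motifs of 849 TFs for promoter and for intergenic regions. With an adjusted p of at most 1e-07, which gives the paper's totals of 685 motifs and 507 TFs, a recount of its promoter table gives 497 motifs for TPA and 336 for ZnCl2, and of its intergenic table 110 for TPA and 300 for ZnCl2. Strictly under that value, 471 promoter and 101 intergenic motifs remain for TPA. The tables also hold an adjusted p-value after a GC correction for TPA, which the paper's text does not describe, and by that column 209 promoter motifs and 23 intergenic motifs pass. At promoters the enriched motifs fall from 375 to 77 while the depleted ones go from 122 to 132, so that most are depleted after the correction. In intergenic regions 3 enriched and 107 depleted motifs become 8 and 15, and 10 of the 23 also pass before the correction. Across the 1285 motifs, which are not independent, the paper's E-score fell as the motif's GC content rose for TPA, with a Spearman correlation of -0.582 at promoters and -0.687 in intergenic regions, and rose with it for ZnCl2, at 0.521 and 0.836.
In the open regions themselves, the mean GC content was 50.7% ± 3.17 (SD, n = 2) in the control, 50.0% ± 0.568 (SD, n = 2) with TPA and 51.7% ± 0.548 (SD, n = 2) with ZnCl2, differences of -0.744 and 1.01 percentage points that were within the control spread (two-sided exact permutation test, p = 1 for each). Among the changed regions the contrast was larger: with an equal number of regions, gained minus lost GC content was -8.41 points for TPA, against 1.86 and 4.16 points in size for the mixed splits of the same libraries, and 9.02 points for ZnCl2, against 5.44 and 3.11. With all regions it was -8.97 points for TPA, against 0.632 and 3.00 in size. For ZnCl2 it was 10.1 points with all regions, against 1.62 and 9.69, so 1 mixed split came close to the real one.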

The pattern of perturbation and the types of TFs that were most significantly affected were notably different at promoters compared with distal regulatory regions. Fig 4 shows the enrichment score in ZnCl_2_ (elevation of labile Zn^2+^ to 75 nM) compared with the enrichment score in TPA (depletion of labile Zn^2+^ to ∼1 pM) for individual TFs in either promoter regions (Fig 4A, SdataF4.1) or intergenic regulatory regions (Fig 4B, SdataF4.2). 

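Of the 20243 merged regions in nongenic sequence, 45 were gained and 353 were lost with ZnCl2, and 403 were gained and 132 were lost with TPA. Nongenic sequence was overlapped by 52.9% of all regions gained with ZnCl2 and 41.3% of those lost, and by 39.9% of those gained and 37.9% of those lost with TPA, compared with 40.8% of the regions open in all 6 libraries. At equal number, 328 nongenic regions were gained and 398 lost with ZnCl2, and 371 were gained and 444 lost with TPA.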

Strikingly, in distal regulatory regions, a large number of TFs show significant motif enrichment when chromatin becomes more open in response to elevated Zn^2+^ (211 TFs, 187 of which are zinc-finger TFs). 83 of these TFs show motif depletion in regions of open chromatin in low zinc, suggesting reciprocal activation of these TFs in response to Zn^2+^ perturbation. In contrast to the intergenic region, at promoters the changes are dominated by TFs whose motifs are enriched in regions of open chromatin upon Zn^2+^ depletion. 268 of the 418 TFs with motifs that are differentially enriched in promoter regions with *P*_adj_ < 1 × 10^−7^ show enrichment in TPA. 158 of these TFs are also depleted in high Zn^2+^, suggesting reciprocal activation upon zinc perturbation. 

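At promoters, 55 merged regions were gained and 113 were lost with TPA, and 12 were gained and 39 were lost with ZnCl2. The lost share of the changed promoter regions was 67.3% with TPA, compared with 99.2% and 2.86% open only in the second pair in the mixed splits, and 76.5% with ZnCl2, compared with 59.1% and 0.289%. With an equal number of regions, 117 promoter regions were gained and 686 lost with TPA, so that 85.4% of the changed promoter regions were lost, compared with 67.5% and 30.9% open only in the second pair in the mixed splits of the same libraries. For ZnCl2 in that setting 193 promoter regions were gained and 127 lost, and 39.7% were lost, compared with 51.4% and 30.2% in the mixed splits.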

Notably, zinc-finger TFs (ZF TFs) are under-represented in this group (101 of 268 or 38%, compared with the 48% of the human TFs that are ZF TFs), suggesting that differential enrichment of these TF motifs may result from global changes in chromatin organization in low Zn^2+^. Fig 4C summarizes the differential enrichment results at promoters and intergenic regions, showing that a given Zn^2+^ perturbation tends to have an opposite effect in each region (e.g., elevation of Zn^2+^ causes enrichment of motifs with open chromatin in intergenic regions and depletion of such motifs at promoters).

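Sequence outside genes and promoters was overlapped by 33.4% ± 6.98 (SD, n = 2) of the open regions in the control, 33.2% ± 1.00 (SD, n = 2) with TPA and 34.3% ± 0.0013 (SD, n = 2) with ZnCl2. The differences from the control, -0.246 percentage points for TPA and 0.938 for ZnCl2, were far within the spread of the control replicates (two-sided exact permutation test, p = 1 for each). When a region was assigned by its center instead of by overlap, they were 1.94 points for TPA and -2.25 for ZnCl2.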

**Figure 4.**
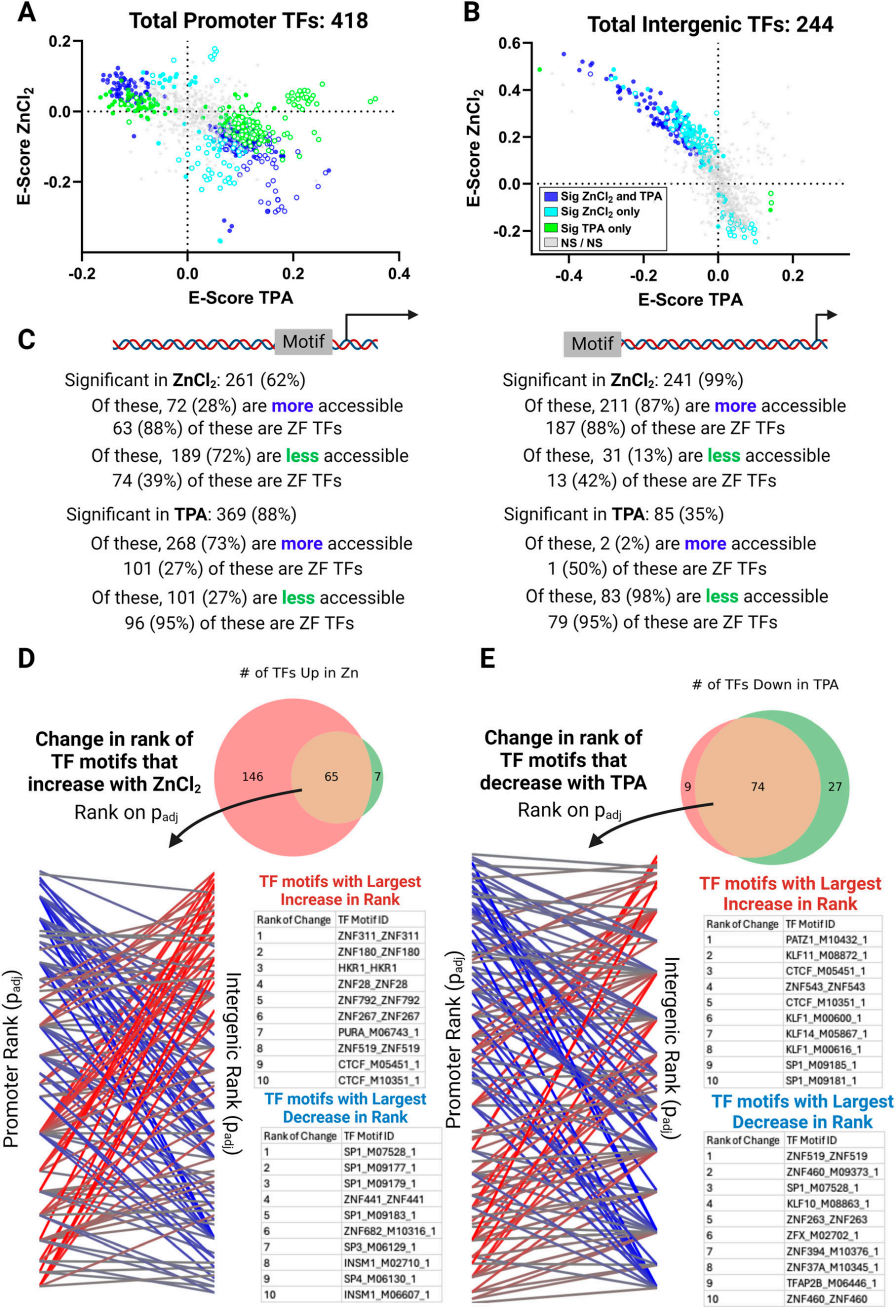
Perturbing cellular Zn^2+^ causes changes in TF motif enrichment that differ at promoters versus distal regulatory regions. **(A, B)** Enrichment plot at promoters (A) and distal regulatory regions (B) showing differential enrichment in ZnCl_2_ versus TPA. Dark blue = differentially enriched in both ZnCl_2_ and TPA, light blue = differentially enriched in ZnCl_2_, green = differentially enriched in TPA. Closed circles are ZF TFs. Open circles are not ZF TFs. **(C)** Summary of the changes. **(D)** Analysis of the motifs that are differentially enriched in ZnCl_2_ in both intergenic (pink) and promoter (green) region. **(E)** Analysis of the motifs that are differentially enriched in TPA in both intergenic (pink) and promoter (green) region. Overlapping motifs were ranked by their *P*_adj_ values. Source data are available for this figure.

Elevation of zinc has the biggest effect on chromatin around TF motifs at distal regulatory regions whereas depletion of zinc has the biggest effect on chromatin around TF motifs at promoters. 

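With all regions, 1.42% of the merged regions at promoters and 2.64% of those in nongenic sequence changed with TPA, and 0.432% and 1.97% changed with ZnCl2. In each case 1 of the mixed splits exceeded these values, with 3.19% at promoters and 8.19% in nongenic sequence for TPA and 11.7% and 18.1% for ZnCl2, and the other gave less, with 0.889% and 1.77% for TPA and 0.186% and 0.346% for ZnCl2. Lists of equal length gave 8.32% at promoters and 7.75% in nongenic sequence for TPA, and 3.32% and 6.91% for ZnCl2. The mixed splits gave 1.57% and 0.974% at promoters and 3.29% and 1.69% in nongenic sequence for TPA, and 1.79% and 1.75% at promoters and 2.68% and 2.27% in nongenic sequence for ZnCl2, all with an equal number of regions. The paper reasons from the sign and number of TFs past its threshold (Fig 4A to C): at promoters most of the affected TFs had motifs enriched with TPA, in intergenic regions most had motifs enriched with ZnCl2, and the opposite treatment often had the opposite sign. From the low share of zinc-finger TFs among the promoter motifs enriched with TPA, it proposes that global changes in chromatin organization may lie behind that enrichment, and it concludes that Zn2+ acts differently at promoters and at distal regulatory regions.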

There were a significant number of motifs (and unique TFs) that were differentially enriched in both promoter regions and intergenic regions, however there was a notable shift in the relative significance of these motifs. Fig 4D shows the relative significance (*P*_adj_ ranked from high to low) for TF motifs that were differentially enriched at both promoters and intergenic regions in high Zn^2+^. The plot reveals major changes in the rank order of TF motifs that were enriched in high Zn^2+^. Fig 4E shows a similar comparison for overlapping TF motifs that were depleted in low Zn^2+^. These results reveal that perturbation of Zn^2+^ affects TF motif enrichment differently at promoters versus distal regulatory regions.

We noticed that a large number of the differentially enriched motifs corresponded to Krüppel-type zinc finger (ZNF) TFs. ZNF proteins contain a median of 12 zinc fingers, suggesting they bind relatively long and specific sequences of DNA. Still, they are largely uncharacterized. A comprehensive catalog of ZNF proteins found that one third of all ZNF TFs contain a Krüppel associated box (KRAB) domain which recruits histone deacetylase proteins giving rise to transcriptional repression (Huntley et al, 2006). Given that we found 86% of the differentially enriched TFs in intergenic regions were ZF TFs, we examined what fraction of these also contained KRAB domains. We found that 97 TFs (40%) contain KRAB domains, suggesting this class of TFs is slightly overrepresented in the repertoire of TFs that bind in distal regulatory regions predicted to be differentially accessible by zinc.

As noted above, many of the TF motifs that emerge from TFEA correspond to TFs that either directly bind Zn^2+^ or are known to be correlated with metal homeostasis. That elevation of Zn^2+^ led to enrichment of motifs for zinc-finger TFs in regions of open chromatin in intergenic regions suggests that the functionality of zinc-finger TFs may be sensitive to increases in the labile Zn^2+^ pool in the nM range. On the other hand, functional annotation of TF motifs that are enriched in open chromatin in TPA did not reveal any meaningful trends, suggesting that perhaps these conditions lead to non-specific global changes in chromatin accessibility. For the motifs that are enriched in elevated Zn^2+^ and depleted in Zn^2+^ deficiency, many correspond to poorly annotated Zn^2+^ finger proteins, such as ZNFs and ZSCANs. However, there were some hits that are well characterized and that were particularly intriguing. For example, the CCCTC-binding factor (CTCF) is an 11-zinc-finger protein involved in chromatin organization. Two CTCF motifs were globally enriched in elevated Zn^2+^ (E-score = 0.44 and 0.38, *P*_adj_ = 1 × 10^−197^ and 1 × 10^−176^) and depleted in TPA (E-score = −0.29 and −0.23, *P*_adj_ = 1 × 10^−71^ and 1 × 10^−64^) in intergenic regions. 

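The consensus CCASYAGRKGGC, written in IUPAC codes, stood in for the CTCF motif and matched 11054 places in the assembled chromosomes. It was searched on both strands within 1500 bp of the center of each open region in nongenic sequence. A match was found in 4.79% ± 0.486 (SD, n = 2) of these regions in the control, 4.14% ± 0.0493 (SD, n = 2) with TPA and 6.26% ± 1.58 (SD, n = 2) with ZnCl2. Both TPA libraries were below both control libraries, and both ZnCl2 libraries were above them, by 5.15% against 5.13% for the closest pair (two-sided exact permutation test, p = 0.333 for each treatment, the smallest this design allows). The differences were -0.647 percentage points for TPA and 1.47 for ZnCl2. With an equal number of regions the shares were 4.01% ± 0.367, 3.24% ± 0.242 and 5.43% ± 0.393 (SD, n = 2 each). Both TPA libraries were again below both control libraries, and both ZnCl2 libraries above them. The differences of -0.770 and 1.42 points were larger than the gaps between replicates (two-sided exact permutation test, p = 0.333 for each). With a window of 250 bp neither treatment parted from the control, at -0.111 points for TPA (two-sided exact permutation test, p = 0.667) and 0.775 for ZnCl2 (two-sided exact permutation test, p = 1), and with all contigs the ZnCl2 and control libraries overlapped, at 1.43 points (two-sided exact permutation test, p = 0.667). In the paper's intergenic table, the E-scores of the pair of CTCF motifs for TPA after its GC correction were -0.169 and -0.110, with the paper's corrected adjusted p-values of 1e-22 and 1e-13, so both remain past the threshold, and these motifs have a GC content of 0.798 and 0.790 as a fraction.

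**Figure D5:**
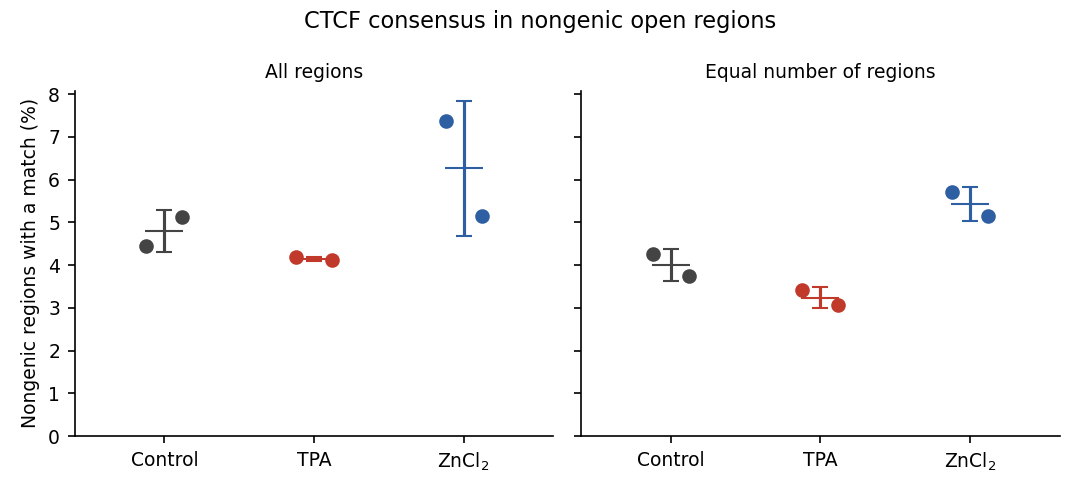
Percent of nongenic open regions with a match to the CTCF consensus near their center (vertical axis) in each library (points), with the mean and SD of the 2 replicates per condition (lines), for all regions (left) and an equal number of regions (right). At equal number the TPA libraries lie lowest and the ZnCl2 libraries highest.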

Our laboratory recently used single molecule microscopy to show that CTCF senses low Zn^2+^ conditions and becomes significantly more mobile when Zn^2+^ is depleted, suggesting decreased association with chromatin (Damon et al, 2022). We also observed that a motif of the zinc-finger DNA methyltransferase DNMT1 was strongly enriched in elevated Zn^2+^ (E-score = 0.52, *P*_adj_ = 1 × 10^−56^) and depleted in TPA (E-score = −0.36, *P*_adj_ = 1 × 10^−29^) in intergenic regions. DNMT1 is not a canonical TF but methylates DNA during DNA synthesis, and our laboratory has previously shown that DNA synthesis is impaired in Zn^2+^ deficiency (Lo et al, 2020).

### Correlation of TFEA enrichment with TF occupancy for the candidate TF p53

Whereas TFEA identifies TF motifs that become enriched in newly opened chromatin upon a given treatment, it does not directly reveal whether TF occupancy on DNA has changed. To probe how TFEA enrichments correlate with TF occupancy, we selected a candidate TF and used chromatin immunoprecipitation to pull down regions of DNA bound to the TF, followed by quantitative real-time PCR (ChIP-qPCR) to quantify how much of the TF is bound to a given target gene. Our two main goals were to determine whether differential enrichment identified by TFEA could be used to predict changes in TF occupancy and to evaluate a bioinformatic plus ChIP-qPCR workflow that could be used to validate TFEA predictions. 

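A p53 site is made of a pair of decamers, RRRCWWGYYY in IUPAC codes, separated by 0 to 13 bp, and this consensus matched 4056 places in the assembled chromosomes. It was found near the center of 0.559% ± 0.0169 (SD, n = 2) of the open regions in the control, 0.591% ± 0.0360 (SD, n = 2) with TPA and 0.492% ± 0.0215 (SD, n = 2) with ZnCl2. The difference of 0.0316 percentage points with TPA was smaller than the spread of the TPA replicates (two-sided exact permutation test, p = 0.667). With ZnCl2 both libraries were below both control libraries, a difference of -0.0675 points (two-sided exact permutation test, p = 0.333, the smallest this design allows). At an equal number of regions, both differences were -0.0185 points and within the replicate spread, so the direction for TPA changed (two-sided exact permutation test, p = 0.667 for each). In the upper 50% of each list they were -0.0183 points for TPA and -0.0256 for ZnCl2. With a window of 250 bp the difference for TPA stayed positive, at 0.0224 points, and both TPA libraries were above both control libraries (two-sided exact permutation test, p = 0.333).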

As a TF target, we selected p53 (encoded by the *TP53* gene) because of its differential motif enrichment (Fig 5A) and because there are multiple ChIP/ChIP-seq datasets indicating robust vetting of the antibody for ChIP.

**Figure 5.**
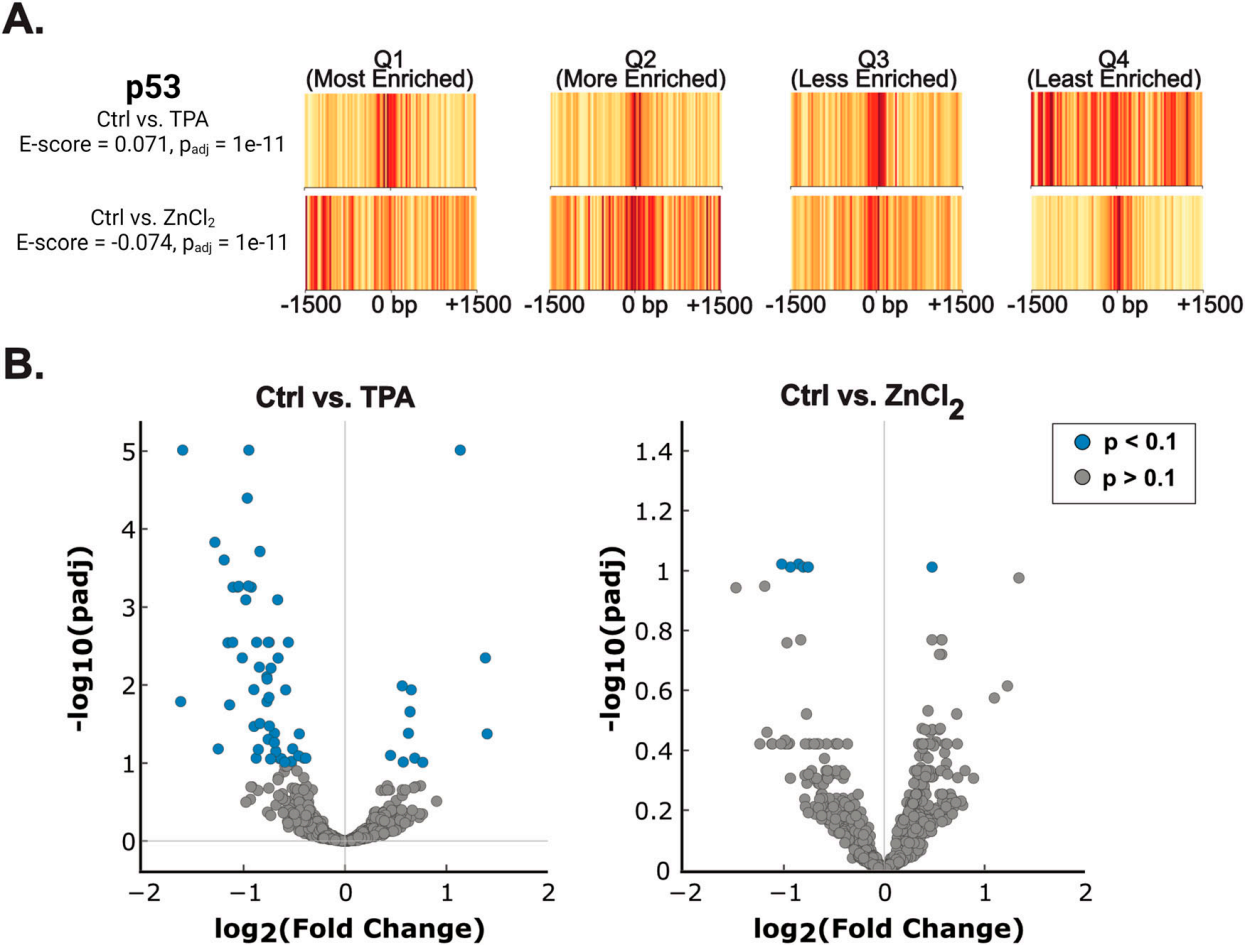
p53 motifs show differential enrichment upon Zn^2+^ perturbation. **(A)** Barcode plots that show enrichment of the p*53* motif upon treatment of MCF10A cells with TPA (top). Addition of exogenous ZnCl_2_ results in depletion of the same motif (bottom). The barcode plots represent each quartile (Q1–Q4) of the enrichment curves generated for the p53 motif. Red indicates more enrichment of the motif; yellow is less enrichment of the motif. **(B)** A subset of p53 binding sites from a ChIP-seq dataset (GSM3378513) are differentially accessible depending on cellular Zn^2+^ status. ATAC-seq reads were mapped to 2,164 ChIP-seq peaks and subjected to differential accessibility analysis using DESeq2. With TPA treatment, 62 peaks showed significant (*P*_adj_ ≤ 0.1) changes in accessibility (51 decreased, 11 increased). With ZnCl_2_ treatment, seven peaks showed significant changes in accessibility (one increased, five decreased). Source data are available for this figure.

Because ATAC-seq identified more than 50,000 peaks, we sought to narrow the number of possible p53 binding sites against which to perform ChIP-qPCR. Hence, we used a previously published p53 ChIP-seq dataset (GSM3378513) (Karsli Uzunbas et al, 2019) where MCF10A cells were treated with 5 μM Nutlin-3A for 6 h to activate p53. 

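Merging the open regions of all 6 libraries gave 49527 regions on the assembled chromosomes and 49734 with the unplaced contigs included. Of these 49527, 6936 were open in 5 libraries, 6310 in 4, 5954 in 3 and 6202 in 2. When each library entered with its highest scoring regions in equal number, the merged set held 26164.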

We reasoned that this ChIP-seq dataset would allow us to identify bona fide regions of the genome to which p53 binds. Furthermore, we intersected the ChIP-seq dataset with a PRO-seq dataset (GSE227931) where MCF10A cells were treated with Nutlin-3A (10 μM, 3 h) to identify regions of active transcription marked by the presence of bidirectional transcripts (Azofeifa & Dowell, 2017). This reduced the number of potential p53 binding sites from approximately 13,500 (as identified in the ChIP-seq dataset) to 2,164 (ChIP-seq intersected with PRO-seq). We then took this list and queried whether any of the validated p53 binding sites were differentially accessible in response to Zn^2+^ in our ATAC-seq dataset (Fig 5A). Differential accessibility analysis using DESeq2 revealed that with TPA treatment, 62 sites were differentially accessible (*P*_adj_ ≤ 0.1), with 51 of these being less accessible and 11 of these becoming more accessible (Fig 5B, Table S1, SdataF5). Conversely, treatment with ZnCl_2_ resulted in six regions being differentially accessible, with five of these being less accessible and one being more accessible (Fig 5B, Table S2, SdataF5). 

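Table S1 gives the position of each site, so the calls of every library could be read there. Of the 51 sites listed as less accessible, 43 overlapped an open region in all 6 libraries. They were open in 97.1% ± 4.16 (SD, n = 2) of cases in the control, 95.1% ± 6.93 (SD, n = 2) with TPA and 94.1% ± 8.32 (SD, n = 2) with ZnCl2, a difference of -1.96 percentage points between TPA and control (two-sided exact permutation test, p = 1). With an equal number of regions the values were 92.2% ± 2.77, 43.1% ± 5.55 and 90.2% ± 2.77 (SD, n = 2 each), and both TPA libraries were far below both control libraries, a difference of -49.0 points (two-sided exact permutation test, p = 0.333, the smallest this design allows). In the upper 50% of each list the difference was -43.1 points. The 11 sites listed as more accessible were open in 86.4% ± 6.43 (SD, n = 2) of cases in the control and 95.5% ± 6.43 (SD, n = 2) with TPA, and at equal number in 68.2% and 95.5% (SD 6.43 for each, n = 2), a difference of 27.3 points (two-sided exact permutation test, p = 0.333). The sites were chosen by the study from the reads of the same libraries, so the calls are not independent evidence for the changes.

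**Figure D6:**
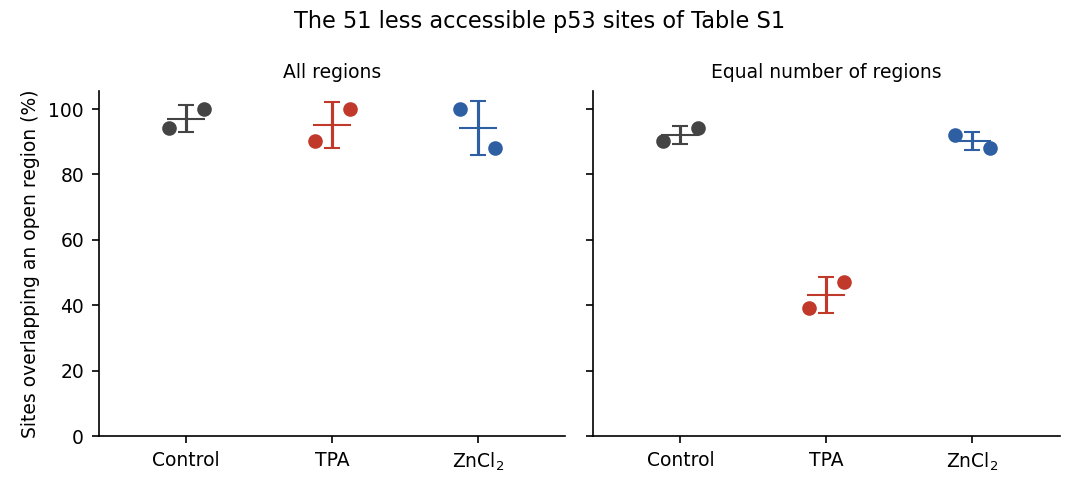
Percent of the 51 less accessible p53 sites of Table S1 that overlap an open region (vertical axis) in each library (points), with the mean and SD of the 2 replicates per condition (lines), for all regions (left) and an equal number of regions (right). The TPA libraries overlap the others with all regions and lie below them at equal number, at 39.2% and 47.1%.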

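Table S2 lists 7 sites, of which 6 have a negative log2 fold change for ZnCl2. Of these 6, 5 and 6 overlapped an open region in control replicates 1 and 2, 6 in each TPA replicate and 3 and 1 in ZnCl2 replicates 1 and 2. They were open in 91.7% ± 11.8 (SD, n = 2) of cases in the control and 33.3% ± 23.6 (SD, n = 2) with ZnCl2, a difference of -58.3 percentage points that exceeds the spread of either group (two-sided exact permutation test, p = 0.333, the smallest this design allows). At equal number the shares were 58.3% in the control and 16.7% with ZnCl2, and the difference was -41.7 points. Both ZnCl2 libraries lacked a call at 2 of the sites where both control libraries had one. As with Table S1, the study selected these sites from reads of the same libraries.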

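Tables S1 and S2 have 2 positions in common. The site on chromosome 8 from 106269981 to 106270306 overlaps an untranslated part of OXR1, and the paper's log2 fold changes there are -0.39 for TPA and 0.48 for ZnCl2. It was open in all 6 libraries, with a score above 97.2% and 98.7% of the regions in the lists of control replicates 1 and 2, 95.5% and 94.6% with TPA, below either control replicate, and a rank above either control replicate with ZnCl2. The site on chromosome 5 from 76711475 to 76711824 lies outside annotated genes, 4476 bp from the start of F2R, the nearest coding gene, and the paper's log2 fold changes are 0.57 for TPA and -0.81 for ZnCl2. Its score exceeded 4.60% and 53.4% of the regions in the control lists and 79.3% and 75.6% in the TPA lists, and neither ZnCl2 library had a call there.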

No sites with significant changes in accessibility were shared between both treatments.

Table S1. p53 ChIP sites that showed significant (*P*_adj_ ≤ 0.1) changes in accessibility with TPA treatment. ChIP location denotes the genomic coordinates (hg38) of the ChIP peak. Peaks are sorted by ascending −log_10_(*P*_adj_). Base mean is defined as the average of the normalized count values, dividing by size factors, taken over all samples.

Table S2. p53 ChIP sites that showed significant (*P*_adj_ ≤ 0.1) changes in accessibility with ZnCl_2_ treatment, quantified by DESeq2. ChIP location denotes the genomic coordinates (hg38) of the ChIP peak. Peaks are sorted by ascending −log_10_(*P*_adj_). Base mean is defined as the average of the normalized count values, dividing by size factors, taken over all samples.

From this list of differentially accessible sites, we selected six p53 binding sites against which to perform ChIP-qPCR. As shown in Fig 6, the six target sites (*ERGIC1*, *NFIB*, *SFN*, *EGR1*, *PLD5*, *LRIG3-DT*, Fig 6A–F, respectively) were selected because they showed differential chromatin accessibility via ATAC-seq for at least one of the Zn^2+^ perturbations and were associated with active transcription in MCF10A cells in response to Nutlin-3A based on PRO-seq bidirectional tracks (Fig 6). 

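The amplicons of the 6 targets were placed on hg38 by matching both primers of Table S3. Each lies in or near the gene that names it: ERGIC1, NFIB, PLD5 and LRIG3-DT in introns, SFN 1052 bp upstream of the start site, and EGR1 downstream of the gene. At ERGIC1 and SFN all 6 libraries had a call over the amplicon, at NFIB, PLD5 and LRIG3-DT 5 libraries did, and at EGR1 1 library. No amplicon overlapped a site of Table S1 or Table S2, and the closest listed site in Table S1 was 1876287 bp from the EGR1 amplicon.

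**Figure D7:**
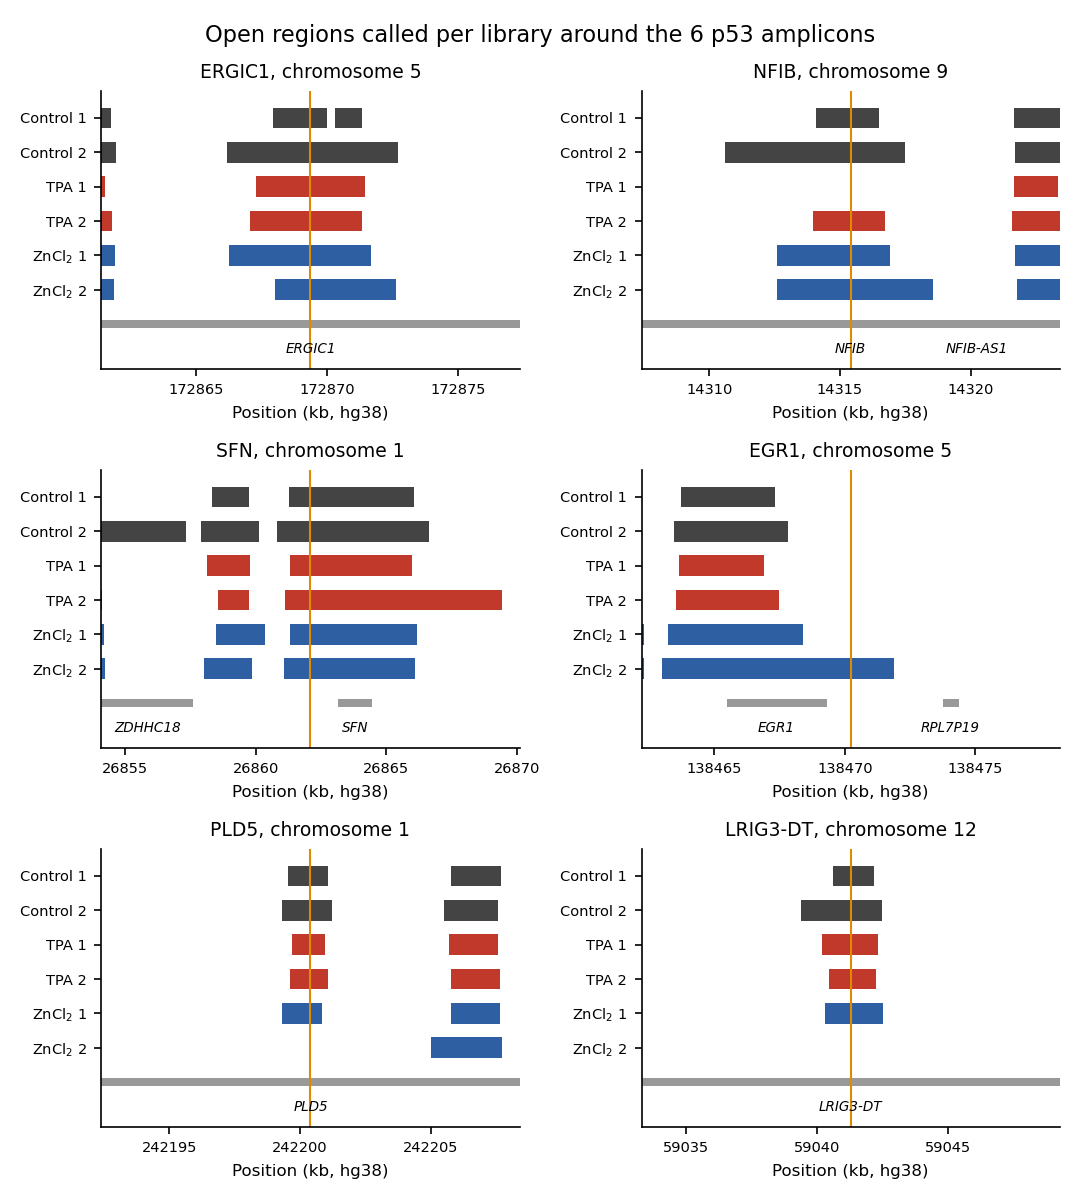
Open regions called in each library (bars, colored by condition) around the 6 amplicons (orange lines), by position on the chromosome (horizontal axis, kb, hg38), with genes in gray. TPA replicate 1 lacks a call at NFIB, ZnCl2 replicate 2 lacks one at PLD5 and LRIG3-DT, and at EGR1 only the call of ZnCl2 replicate 2 reaches the amplicon.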

We also included the well-established p53 target gene *CDKN1A* (p21) as a positive control for immunoprecipitation and a negative control primer set that would not be expected to show enrichment with and without the p53 antibody.

**Figure 6.**
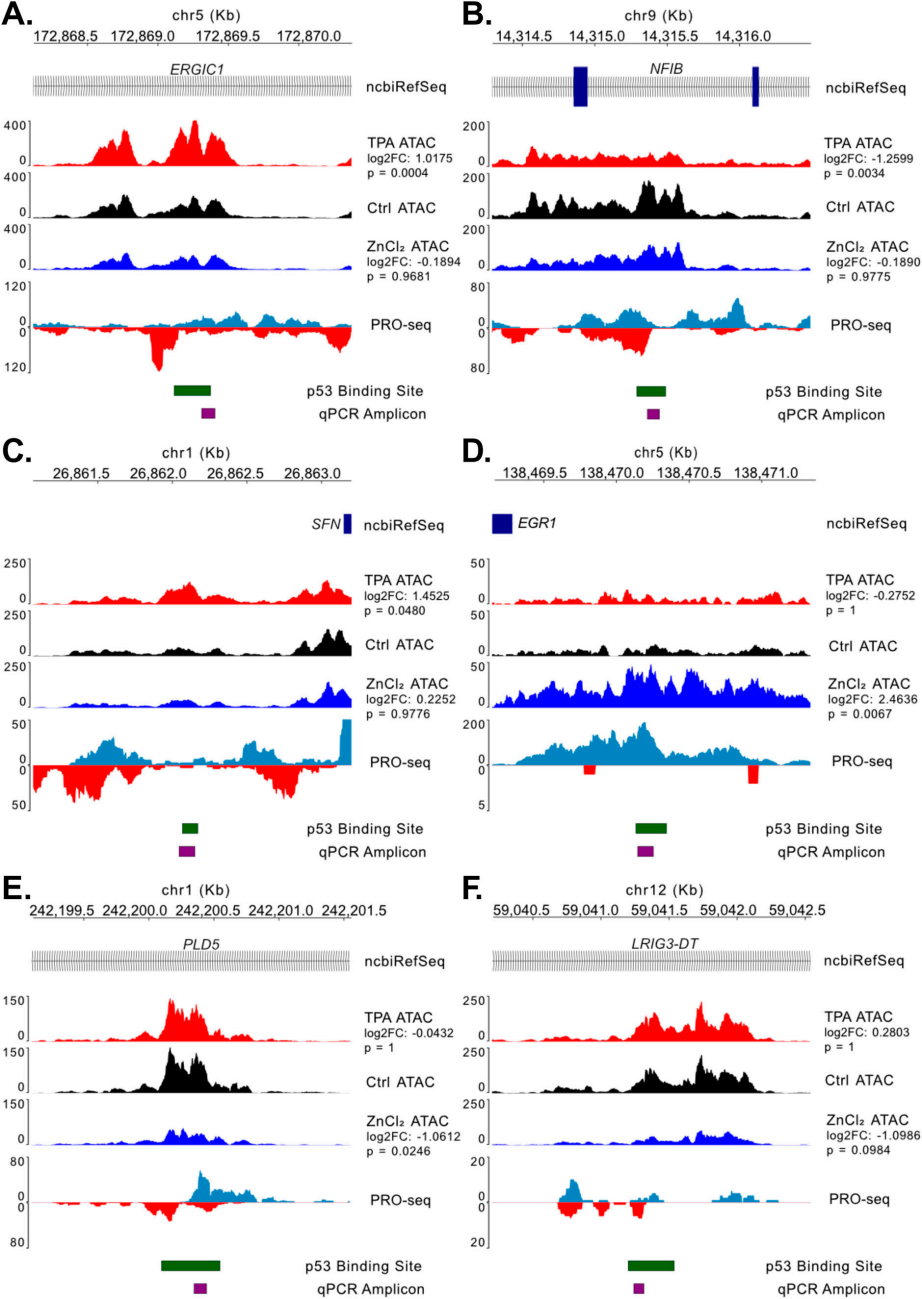
Selected regions of interest for ChIP-qPCR assays with ATAC-seq coverage tracks for MCF10A cells treated with either 50 μM TPA, a media-only Control (Ctrl), or 30 μM ZnCl_2_. Also shown are the PRO-seq coverage tracks for MCF10A cells treated with 10 μM Nutlin-3A for 3 h (GSE227931), the annotated region from the GSM3378513 p53 Nutlin-3A ChIP-seq dataset, and the predicted amplicon from ChIP-qPCR. **(A, B, C, D, E, F)** Coverage tracks as noted above for the (A) ERGIC1, (B) NFIB, (C) SFN, (D) EGR1, (E) PLD5, and (F) LRIG3-DT regions.

We performed ChIP-qPCR against the target regions using a p53 specific antibody. We incubated chromatin with Protein A/G beads to assess the overall background signal and calculated the %IP of samples incubated for each p53 target (Fig 7A) and for the positive and negative qPCR controls (Fig 7B). As expected, there was a significant increase in the %IP for the +p53 antibody samples compared with the −p53 antibody samples. The signal to noise ratio (SNR) was calculated by dividing the %IP of the +p53 antibody sample by the %IP of the beads-only (−p53) sample for each target (Fig 7C). Of our gene targets, *CDKN1A* (p21) had the strongest overall signal and SNR, as expected given that it is a high affinity p53 target. The negative control (Negative Control Primer Set 1) showed no difference between the plus and minus antibody condition (Fig 7B), further validating the ChIP conditions. Most gene targets had comparable signal and SNR across conditions (average SNR > 5), with ZnCl_2_ samples often displaying the largest SNR value except for *NFIB* and *PLD5*, which had larger SNR values in the control (no zinc treatment) samples. *EGR1* showed the lowest overall SNR across all conditions, with the TPA and control conditions displaying an average value lower than five (TPA: 3.52; Control: 3.24; ZnCl_2_: 7.91).

**Figure 7.**
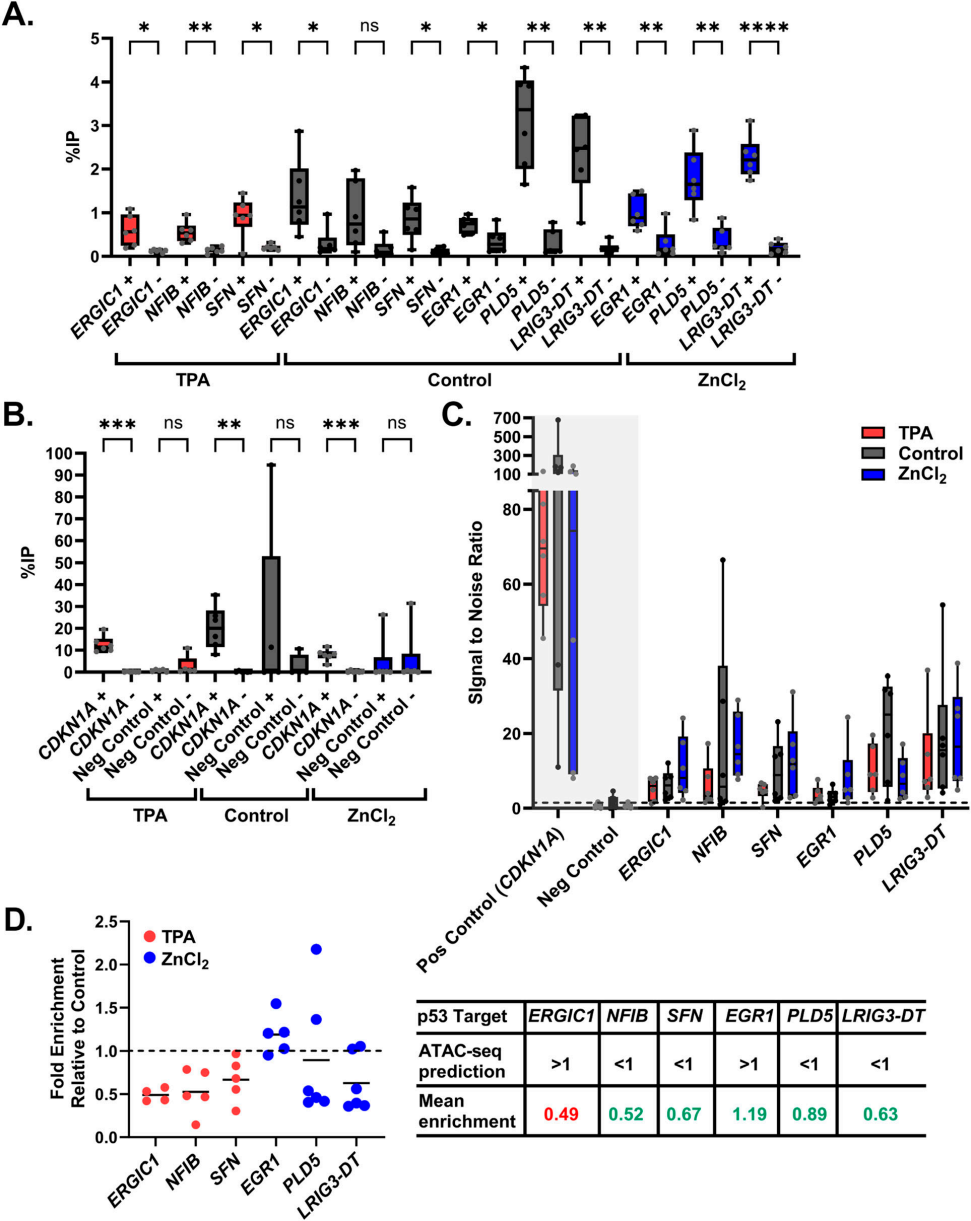
ChIP-qPCR results for putative p53 targets. **(A)** %IP of each p53 target from ChIP-qPCR samples incubated with (+) or without (−) p53 antibody. Each data point is a biological replicate averaged between two technical replicates. **(A, B)** Same as (A) but for the negative and positive qPCR controls. **(C)** Signal-to-noise ratio of each ChIP-qPCR p53 target. Dotted line denotes a SNR value of 1.5. Controls for p53 binding are shown in the gray box. **(D)** Fold enrichment relative to the control for each ChIP-qPCR p53 target (left). Dashed line indicates enrichment ratio of 1 (no enrichment), and lines within each dataset represent the mean. Comparison between the ATAC-seq prediction of increased or decreased accessibility (>1 or <1, respectively) and experimental fold enrichment for each gene target by ChIP-qPCR (right).

The fold enrichment of p53 binding in our TPA and ZnCl_2_ treatments relative to the control was calculated by dividing the %IP of the +p53 treated (TPA or ZnCl_2_) ChIP samples by the +p53 of untreated (Control) ChIP samples for each target. The selected gene targets showed changes in p53 binding as a consequence of Zn^2+^ perturbation, where the fold enrichment values (indicative of increased or decreased binding) largely agreed with their respective changes in accessibility (for accessibility changes where *P*_adj_ < 0.1). Fig 7D shows the fold enrichment ratio for each of the six targets along with the ATAC-seq prediction of increased or decreased accessibility (>1 or < 1, respectively). For five of the six targets, the mean enrichment ratio generally agreed with the accessibility predicted by ATAC-seq. *ERGIC1* was the one target gene where differential p53 binding was opposite the accessibility changes by ATAC-seq. In TPA, accessibility was increased (Fig 6A), whereas binding by p53 decreased (0.49 versus 1 in TPA versus control). Overall, our results indicate that Zn^2+^-induced changes in the enrichment of TF motifs in regions of open chromatin can be associated with changes in TF binding to target genes.

## Discussion

It has long been known that metal homeostasis is essential for proper cellular and organismal health, but relatively little has been performed to probe the genomic landscape when this homeostasis is disrupted. Here, we performed ATAC-seq on MCF10A mammary epithelial cells following treatments that either raised intracellular Zn^2+^ to approximately 75 nM or depleted intracellular Zn^2+^ to less than 1 pM. In both Zn^2+^ rich and Zn^2+^ deficient states, we saw global changes in chromatin accessibility associated with differential enrichment of numerous TF motifs, with notable differences in the pattern of enrichment in promoter regions versus distal regulatory regions. Importantly, the Zn^2+^ perturbations used here are subtle and within the range of Zn^2+^ dynamics observed during normal physiology. For example, we recently showed that there is a pulse of labile Zn^2+^ immediately following mitosis in the mammalian cell cycle where Zn^2+^ increases to ∼1.6 nM for a few hours (Rakshit et al, 2023). The results presented here suggest that dynamics in labile Zn^2+^ can alter chromatin accessibility, leading to potential changes in transcriptional regulation.

The pattern of perturbation and the types of TFs that were most significantly affected were notably different at promoters compared with distal regulatory regions. In particular, we found that the dominant change in distal regulatory regions was that elevation of Zn^2+^ led to strong enrichment of TF motifs with open chromatin, consistent with an increase in activity of the associated TFs. Most of these TFs (88%) were zinc-finger TFs, and 39% also showed depletion in low zinc, suggesting reciprocal activation by zinc perturbations. Conversely, promoter regions were more strongly influenced by Zn^2+^ depletion, where TPA treatment led to enrichment of TF motifs with open chromatin. Zinc-finger TFs were under-represented in this population (38%).

Many of the differentially enriched motifs, particularly in intergenic regions, are for TFs in the ZNF, ZSCAN, or ZBTB families. The majority of these TFs are poorly characterized beyond the knowledge that they contain Zn^2+^ binding domains and may be involved in transcriptional regulation. However, a recent study found that evolutionarily conserved Zn^2+^ finger proteins were more apt to bind to promoters whereas Zn^2+^ finger TFs that evolved more recently were more likely to bind to transposable elements found in intergenic regions (Imbeault et al, 2017). Transposable elements have long been thought of as invaders that cause genomic instability and disease (Hancks & Kazazian, 2010; Jacobs et al, 2014), but more recently they have been recharacterized as potential hubs of transcriptional regulation, as on average 20% of all binding sites in TF ChIP-seq datasets colocalize with transposable elements (Sundaram et al, 2014). It is therefore possible that Zn^2+^ finger TFs regulate these sites, and it is most likely in a repressive role as work has shown that deletion of clusters of Zn^2+^ fingers in mice reactivates retrotransposons (Wolf et al, 2020). Indeed, we found that ZF TFs dominated differential enrichment in distal regulatory regions and 40% of these TFs contain a KRAB domain, responsible for transcriptional repression. The most significant intergenic hit was the chromatin remodeling protein, CTCF, where two CTCF motifs were depleted in low Zn^2+^ and enriched in elevated Zn^2+^. This is consistent with a recent study from our lab indicating that upon Zn^2+^ decrease, CTCF is more mobile with a decreased residence time on DNA, suggesting decreased association with chromatin (Damon et al, 2022).

Although we found that perturbing the labile Zn^2+^ pool leads to significant changes in the accessibility of many genomic sites, the mechanism leading to these changes has not been identified. At any given time, there are thousands of zinc-coordinating TFs in the nucleus, and a change in labile zinc could globally affect the function of these TFs. In addition, there are numerous chromatin-modifying enzymes such as histone deacetylases, acetyltransferases, and methyltransferases, some of which contain a zinc-binding site. We imagine that there are at least three possible non mutually exclusive mechanisms that could give rise to the observed changes. First, for zinc-finger TFs whose motifs are enriched in elevated Zn^2+^ and depleted in low Zn^2+^, zinc-occupancy, and hence DNA-binding ability, of these TFs may be directly influenced by the labile Zn^2+^ pool. Consistent with this possibility, we previously found that low Zn^2+^ causes increased mobility and decreased dwell-time of CTCF in the nucleus, suggesting that in low Zn^2+^ CTCF’s ability to interact with chromatin is decreased (Damon et al, 2022). Second, Zn^2+^ may indirectly affect TF function via cell signaling. For example, our group has found that elevated Zn^2+^ leads to the activation of the MAPK pathway, and hence activation of Elk1, CREB, p90Rsk, and cJun (Anson et al, 2021). Third, many zinc-finger TFs and zinc-dependent enzymes directly modulate chromatin. Zn^2+^ finger TFs such as ZBTB33 are known to associate with methylated DNA, a mark of heterochromatin and gene repression (Hodges et al, 2020; Yusuf et al, 2021), and the primary DNA methyltransferase that preserves methylation during cell division, DNMT1, has a Zn^2+^ binding domain that aids in its recognition of hemimethylated DNA (Ren et al, 2018). Whereas the treatment window of our work was likely too short to alter DNA methylation patterns, it is possible that chronic disruption of Zn^2+^ homeostasis could perturb DNA methylation patterns, as was recently shown in *Arabidopsis* (Chen et al, 2018). As noted previously, CTCF is a chromatin organizing protein with 11 Zn^2+^ finger motifs that plays an important role in insulating topologically associated domains (TADs) of chromatin (Dixon et al, 2012). Changes to the labile Zn^2+^ pool that affect CTCF’s function could disrupt TADs, as it was shown that CTCF degradation in mouse embryonic stem cells distorts TAD architecture (Nora et al, 2017), rendering potential changes to chromatin accessibility. Given the diversity of zinc-binding proteins, and the fact that we see different patterns of change at promoters versus intergenic regions, it is likely multiple mechanisms contribute to the observations in this work.

Here, we used TFEA to couple differential accessibility with TF motif scanning to infer global activation or repression of TFs. Positive enrichment of a TF motif does not necessarily indicate that all the motif occurrences are bona fide TF-binding sites, nor does it indicate that all TF-binding sites will show an increase in accessibility. To develop a pipeline for validating TFEA predictions, we used publicly available datasets to narrow the scope. For example, TFEA applied to our ATAC-seq dataset detected > 5,700 p53 motifs. We used a published p53 ChIP-seq dataset to filter these hits to genomic regions where p53 had previously been shown to bind. We further applied a p53 PRO-seq dataset to identify p53 binding sites near regions of active transcription, as identified by bidirectional transcripts. This analysis revealed only ∼2,100 of the ChIP-seq binding sites showed productive transcription upon activation of p53 by a known agonist (Nutlin-3A). Of these ∼2,100 binding sites, 86 showed differential accessibility in response to cellular Zn^2+^ perturbation. From this narrowed list, we selected six putative p53 binding sites to query with ChIP-qPCR. For five of the six sites, p53 binding correlated with local accessibility, such that a decrease in accessibility led to decreased p53 binding and an increase in accessibility correlated with increased p53 binding. These results suggest that TFEA coupled with ATAC-seq can be used to profile which TFs may be activated upon a given perturbation. With the availability of curated ChIP-seq datasets in repositories such as ENCODE and Cistrome, researchers can perform the simple and relatively inexpensive ATAC-seq, scan for enriched TF motifs using TFEA, computationally correlate changes in accessibility with candidate TF-binding sites found within the literature, and then probe a subset of sites using ChIP-qPCR. In conclusion, this article reveals for the first time that chromatin accessibility and transcription factor binding to DNA can be modulated by subtle changes in the labile zinc pool, suggesting that zinc may serve as a previously unrecognized modulator of transcriptional activity.

## Materials and Methods

### Molecular cloning

PiggyBac-NLS-ZapCV2 was generated by digesting PiggyBac-NES-ZapCV2 (Lo et al, 2020) with EcoRI and SalI. NLS-ZapCV2 was amplified from pcDNA(3.1)-NLS-ZapCV2 with EcoRI (5′ end) and SalI (3′ end) restriction sites using the following primers: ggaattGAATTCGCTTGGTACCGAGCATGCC and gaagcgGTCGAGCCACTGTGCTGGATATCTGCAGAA TTC. The NLS-ZapCV2 insert and PiggyBac-NES-ZapCV2 (Lo et al, 2020) were subsequently digested with EcoRI and SalI, and the NLS-ZapCV2 insert was ligated into the PiggyBac backbone.

### Cell culture

Wildtype MCF10A cells (#CRL-10317; ATCC) were cultured at 5% CO_2_ in DMEM/F12 (#11320033; Thermo Fisher Scientific) supplemented with 5% Horse Serum (#16050122; Thermo Fisher Scientific), 1% penicillin/streptomycin (#15070063; Thermo Fisher Scientific), 20 ng/ml EGF (#PHG0313; Thermo Fisher Scientific), 0.5 mg/ml hydrocortisone (#H0888; Sigma-Aldrich), 100 ng/ml Cholera toxin (#C8052; Sigma-Aldrich, and 10 μg/ml insulin (#12585014; Thermo Fisher Scientific). To generate MCF10A cells stably expressing PiggyBac-NLS-ZapCV2, ∼1.5 million wildtype MCF10A cells were incubated with 1 μg PiggyBac-NLS-ZapCV2 and 200 ng Super PiggyBac Transposase (#PB210PA-1; Systems Biosciences) and electroporated using a Neon Electroporation System (Thermo Fisher Scientific). Cells were plated into antibiotic-free media (the same composition as above, minus antibiotic) for 24 h and then underwent puromycin selection using 0.5 μg/ml puromycin for 7 d before experiments.

### Live cell fluorescence microscopy

FRET sensor calibrations were performed on a Nikon widefield microscope equipped with a Ti-E perfect focus system, an iXon3 EMCCD camera (Andor), mercury arc lamp, Lambda 10-3 filter changer (Sutter Instruments), and a 20x Plan Apo air objective (Nikon). Filter settings used were: CFP (434/16 excitation, 458 dichroic, 470/24 emission), YFP FRET (434/16 excitation, 458 dichroic, 535/20 emission), and YFP (495/10 excitation, 515 dichroic, 535/20 emission). Camera exposure times of 300 ms, EM multiplier of 300, and 1 MHz readout speeds were consistent across all channels.

### Quantification of nuclear Zn^2+^ levels

MCF10A cells stably expressing PiggyBac-NLS-ZapCV2 were equilibrated at 37°C, 0% CO_2_ in phosphate-free HEPES-buffered Hanks balanced salt solution (HHBSS) containing 1.26 mM CaCl_2_, 1.1 mM MgCl_2_, 5.4 mM KCl, 20 mM HEPES, and 3 g/liter glucose for 30 min before imaging. Baseline resting FRET ratios (R_rest_) were collected for 10 min, at which point ZnCl_2_ was added to and final media concentration of 30 μM for approximately 50 min. Cells were then washed 3x in phosphate-free HHBSS to remove excess ZnCl_2_ and 50 μM of tris(2-pyridylmethyl)amine (TPA) diluted in phosphate-free HHBSS was added to chelate Zn^2+^ and determine the sensor’s minimum FRET ratio (R_min_). Cells were washed 3x in phosphate-free HHBSS (with no CaCl_2_ or MgCl_2_) to remove excess TPA, and a solution containing 119 nM buffered Zn^2+^ (Tsien & Pozzan, 1989), 1.5 μM pyrithione, and 0.001% wt/vol saponin was then added to determine the maximum FRET ratio of the sensor (R_max_). Images were then processed in MATLAB R2017b using previously published analysis code (Lo et al, 2020; Anson et al, 2021). Briefly, nuclei were computationally detected using the fluorescence signal in the YFP FRET channel and the background-corrected FRET ratio was calculated by dividing the background-corrected acceptor (YFP FRET) signal by the background-corrected donor (CFP) signal. For each cell, average labile Zn^2+^ concentrations were calculated using the equation $\left[{Zn}^{2+}\right]={K_{d}\frac{\left(R-R_{\min}\right)}{\left(R_{\max}-R\right)}}^{1/n}$ with a *K*_*d*_ = 5.3 nM and Hill coefficient (n) = 0.29.

### ATAC-seq sample preparation and sequencing

∼50,000 MCF10A cells were pre-incubated in phosphate-free HHBSS for 30 min at 37°C and 0% CO_2_, followed by treatment with either 50 μM TPA, 30 μM ZnCl_2_, or phosphate-free HHBSS for 30 min. Nuclei isolation and transposition followed the OMNI ATAC-seq protocol as previously reported (Corces et al, 2017) using the Illumina Tagment DNA TDE1 Enzyme & Buffer Kit (#20034197; Illumina). Libraries were generated using Illumina Nextera CD Indexes (#20018708; Illumina) and sequenced in paired-end mode (2 × 75 bp) on an Illumina Nextseq 500 at the BioFrontiers Next Generation Sequencing Facility (CU Boulder). ATAC-seq data were collected in two biological replicates for three different conditions: TPA treatment, ZnCl_2_ treatment, and no treatment (control). For differential accessibility analysis, the TPA and ZnCl_2_ treatment conditions were compared to a common control dataset.

### ATAC-seq data processing

Quality control of demultiplexed fastq files was performed using fastQC (v0.11.8) (Babraham Bioinformatics, 2022). Adapters were trimmed using BBDuk (BBDuk Guide, 2022) using the following flags: ktrim = r, qtrim = 10, k = 23, mink = 11, hdist = 1, maq = 10, minlen = 20, tpe, tbo. Resulting trimmed fastq files were mapped in a paired-end fashion with HISAT2 (Kim et al, 2019) (v2.1.0) to hg38. Resulting BAM files were indexed with samtools (v1.8) (Li et al, 2009). Regions of open chromatin were annotated using HMMRATAC (Tarbell & Liu, 2019); for downstream analyses (e.g., differential accessibility, TFEA, etc.), the entire open region, rather than the annotated summit, was used as an input. For assessing which regions of open chromatin were differentially accessible, peaks from all treatments were merged using muMerge (Rubin et al, 2021). Peaks that overlapped with blacklisted genomic regions (Amemiya et al, 2019) were removed using bedtools (v2.28.0). Mapped read counts were then counted using featureCounts in R (v4.0.5) and differential accessibility was determined using DESeq2 (Love et al, 2014).

For assessment of differential TF motif enrichment we used TFEA (Rubin et al, 2021). Within the TFEA pipeline, regions of interest (ROIs) were defined by merging HMMRATAC-called peaks from two biological replicates using muMerge. Read coverages within each ROI were then calculated with HTSeq (v. 0.13.5) and ROIs were ranked according to the significance of differential accessibility with DESeq2 (v. 1.26.0, R v. 3.6.1). For analysis of only promoter or nongenic regions, annotation files were generated from Refseq annotations. Promoters were defined as 1,000 base regions directly upstream from gene transcription start sites, and nongenic annotations were created using bedtools intersect (v. 2.28.0) and included any genomic region outside of a gene or promoter. Ranked differential region lists were then filtered with bedtools to overlap promoter or nongenic annotation files prior to TF motif scanning. TF motif scanning was then performed within the ±1,500 bp window surrounding each ROI center using FIMO (meme v. 5.0.3) FIMO (Grant et al, 2011) at a *P*-value cutoff of 10^−5^ and a curated set of TF position weight matrices (Lambert et al, 2018). TFEA then computed motif enrichment scores for each motif for each treatment relative to the control.

For a single region to be “statically significant” there has to be a very large change in that region. In TFEA, like Gene Set Enrichment Analysis (Subramanian et al, 2005), the assay depends on a ranked list of regions/genes. Therefore, it is not based on the set of significant regions, but on the direction all regions are shifted in differential expression.

### PRO-seq and library preparation methods

MCF10a cells were grown up in DMEM/F12 media with supplements as described (Levandowski et al, 2021) to a confluency of 70% before treatment with Nutlin-3a (10 μM Nutlin-3a in DMSO, #S8059; Selleck) or vehicle (0.1% DMSO) for 3 h before the nuclei were harvested. 10 × 10^6^ nuclei were prepared for nuclear run-on and library preparation as described (Kwak et al, 2013) with modifications (Fant et al, 2020). Samples were sequenced on the Illumina NextSeq 500 platform (single-end × 75 bp). These data are publicly available on NCBI GEO at GSE227931.

### Selection of p53 binding sites for ChIP-qPCR

To find putative p53 binding sites to probe using ChIP-qPCR, we downloaded the BED file containing ChIP-seq peaks from GSM3378513 (Karsli Uzunbas et al, 2019) (p53 ChIP-seq in MCF10A cells treated with Nutlin-3a) from the Cistrome Data Browser (ID #105311; CistromeDB). CistromeDB assesses ChIP-seq datasets on six quality control metrics (sequence quality, mapping quality, library complexity, ChIP enrichment, fraction of reads in peaks, and overlap with DNase hypersensitive sites), and this dataset passed all QC metrics; therefore, we used the BED file available from the CistromeDB website. To increase confidence in p53 ChiP-seq peaks that correlate with regions of productive transcription, we used bedtools intersect with the flag “−F 0.5” to only retain ChIP peaks that overlapped at least 50% with regions of productive transcription. This reduced the number of p53 ChIP peaks from 13,453 to 2,163. We then used the featureCounts module in R to count the number of ATAC-seq reads mapped to these peaks and performed differential accessibility analysis using DESeq2. The list of significant (*P*_adj_ ≤ 0.1) hits was then manually curated to select for regions that were proximal to or within genes undergoing bidirectional transcription using the Nutlin-3A PRO-seq dataset. Of these, we selected six candidates whose target genes were of interest and lent themselves to successful qPCR primer validation via amplification efficiency testing.

The six candidates were selected based on the following criteria: (1) they exhibited differential accessibility in at least one of the Zn^2+^ perturbations, (2) they overlapped a p53 binding site identified by ChIP-seq, (3) they correlated with regions of active transcription upon activation of p53 by nutlin 3a, (4) primers could be designed within the introns of the gene or at most ∼1,000 base pairs up/downstream of the gene. Within the p53 targets in this list is an intronic region of endoplasmic reticulum-Golgi intermediate compartment 1 (*ERGIC1*), which encodes a cycling membrane protein whose potential function is to transport cargo from the ER to the Golgi (Breuza et al, 2004). In TPA treated cells, the accessibility at this genomic region was slightly, but significantly increased, whereas treatment with ZnCl_2_ did not significantly alter its accessibility. In addition, an intronic region of the Nuclear Factor I B (*NFIB*), a TF that regulates differentiation and proliferation of the central nervous system (Chen et al, 2017), showed significantly reduced accessibility with TPA. 

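ERGIC1 lies on the plus strand of chromosome 5 from 172834251 to 172952792, and its amplicon, from 172869316 to 172869409, falls in an intron. The score of the open region over it exceeded 85.8% ± 1.75 (SD, n = 2) of the regions in the control lists, 98.9% ± 0.403 (SD, n = 2) in the TPA lists and 65.9% ± 17.9 (SD, n = 2) in the ZnCl2 lists. The rank was higher in both TPA libraries and lower in both ZnCl2 libraries than in either control library. Calls were 2090 and 6540 bp wide in the control and 4170 and 4290 bp with TPA.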

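NFIB lies on the minus strand of chromosome 9 from 14081843 to 14398983, with the amplicon from 14315368 to 14315451 in an intron. Both control libraries had an open region there, with a score above 67.4% ± 9.41 (SD, n = 2) of their regions. TPA replicate 1 had no call, and in TPA replicate 2 the score exceeded 43.7% of the regions, below either control library. The ZnCl2 replicates parted, at 76.3% and 0% of their lists. In the upper 50% of each list, 3 of the 6 libraries had a call. With an equal number of regions, neither TPA library had a call, while both control and both ZnCl2 libraries kept one.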

We also targeted a p53 binding site upstream of stratifin (*SFN*), which, when activated by p53 because of detected DNA damage, leads to cell-cycle arrest at the G2/M transition (Taylor & Stark, 2001; Arakawa et al, 2022). This region saw a significant increase in accessibility in TPA. 

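SFN lies on the plus strand of chromosome 1 from 26863149 to 26864456, and the amplicon from 26862044 to 26862150 sits upstream of it in a region that was open in every library. The score of that region exceeded 93.5% ± 4.37 (SD, n = 2) of the regions in the control lists, 92.6% ± 0.789 (SD, n = 2) in the TPA lists and 91.3% ± 1.68 (SD, n = 2) in the ZnCl2 lists, differences within the spread of the control replicates. Calls spanned 4790 and 5830 bp in the control and 4660 and 8290 bp with TPA, and in each library they reached across the gene.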

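EGR1 lies on the plus strand of chromosome 5 from 138465479 to 138469303, and the amplicon downstream of it spans 138470174 to 138470282. Only the open region of ZnCl2 replicate 2, from 138463012 to 138471891, reached the amplicon, and its score exceeded 99.5% of that library's regions. The other 5 libraries had a call over the EGR1 gene that ended before the amplicon, at 138467331 and 138467841 in the control, 138466921 and 138467491 with TPA and 138468402 in ZnCl2 replicate 1.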

A region that saw a large increase in accessibility under ZnCl_2_ conditions was a p53 binding site downstream of the early growth response 1 (*EGR1*) gene, which encodes a TF containing three C2H2-type zinc fingers that can regulate p53 activity upon ionizing radiation exposure (Inoue & Fry, 2018). Cells treated with ZnCl_2_ also displayed a slight but significant reduction in the accessibility at the intronic regions of *PLD5* and *LRIG3-DT*. 

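PLD5 lies on the minus strand of chromosome 1 from 242082986 to 242524697 with the amplicon from 242200360 to 242200455, and LRIG3-DT, a long noncoding RNA gene, on the plus strand of chromosome 12 from 58920639 to 59065312 with the amplicon from 59041248 to 59041322. At PLD5 the score of the open region exceeded 60.8% and 77.2% of the regions in the lists of control replicates 1 and 2, 65.9% and 64.8% with TPA and 12.9% in ZnCl2 replicate 1. At LRIG3-DT the values were 79.9% and 86.4% in the control, 76.9% and 84.3% with TPA and 41.9% in ZnCl2 replicate 1. ZnCl2 replicate 2 had no call at either site. It also had the fewest regions of all libraries. At equal list length, neither ZnCl2 library had a call at either site, while both control and both TPA libraries kept theirs.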

Phospholipase D family member 5 (*PLD5*) has been shown to be regulated by a tumor suppressor microRNA that is itself a client of p53 (Liu et al, 2021), whereas the leucine-rich repeats and immunoglobulin-like domains divergent transcript (*LRIG3-DT*) encodes an integral plasma membrane protein whose expression has been shown to positively correlate with the expression of p53 in cervical intraepithelial neoplasia (Lindström & Hellberg, 2014).

As a positive control for immunoprecipitation, we used previously published (Menendez et al, 2013) primers targeting the p53 response element within the promoter of *CDKN1A* (p21), a well-established p53 target (Macleod et al, 1995; He et al, 2005). For *CDKN1A*, the p53 binding site was not included in our DESeq2 analysis, as the primary region of active transcription within the p53 PRO-seq dataset was downstream of the p53 binding site we chose. 

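CDKN1A lies on the plus strand of chromosome 6 from 36676460 to 36687337, and the amplicon, from 36676412 to 36676502, overlaps its 5′ end. An open region covered the amplicon in both TPA libraries, starting at 36676191 and 36676151, with scores above 40.8% ± 3.59 (SD, n = 2) of the regions in their lists, and in ZnCl2 replicate 2, starting at 36675481. In control replicates 1 and 2 and ZnCl2 replicate 1 the open region at CDKN1A started downstream of the amplicon, at 36677161, 36678151 and 36676851. These calls depended on low scores: with an equal number of regions 1 library had a call over the amplicon, and in the upper 50% of each list 0 did.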

Visually, however, the region appeared to be slightly more accessible in TPA. As a negative control for immunoprecipitation, the Human Negative Control Primer Set 1 (#71001; ActiveMotif) amplifies a 78 base pair fragment from a gene desert on human chromosome 12 and would not be expected to show enrichment when incubated with the p53 antibody. This primer set is recommended as a negative control for almost all transcription factors.

### ChIP-qPCR

Wildtype MCF10A cells (2 × 15 cm dishes with approximately 12 million cells/dish) were treated as noted above for ATAC-seq for 30 min, followed by washing with room temperature PBS, crosslinking using 1% methanol-free formaldehyde (#28908; Thermo Fisher Scientific) for 10 min and quenching for 8 min using 125 mM glycine. Cells were washed using cold PBS and nuclei were isolated using a hypotonic buffer (10 mM Tris–HCl pH 7.5, 50 mM NaCl, 2 mM EDTA, 1% NP-40, 1 mM DTT, and 1x protease inhibitors [#78441; Thermo Fisher Scientific]). Nuclei were then lysed and subjected to chromatin fragmentation using a BioRuptor (Diagenode) sonicator (7 x 10 min pulses, high setting) resulting in a mean chromatin length of ∼200 bp, followed by a spin at 21,130*g* for 15 min at 4°C to pellet insoluble material. Chromatin was aliquoted, flash frozen in liquid nitrogen, and stored at −70°C.

To immunoprecipitate p53-bound chromatin, 220 μl of chromatin (from approximately 7 × 10^6^ MCF10A cells) were pre-cleared per condition by incubating with 30 μl of Protein A/G beads (#SC-2003; Santa Cruz. #B2323; Lot) for 2 h at 4°C on a rotator. Then, 1/10^th^ of the pre-cleared chromatin from each condition was saved as “Input” and flash frozen, and half of the remaining chromatin from each condition was rotated overnight at 4°C with 4.5 μg of anti-p53 antibody (#554293; BD Biosciences, #9046678; Lot). The other half of the remaining chromatin from each condition was also rotated overnight with no antibody. Next, chromatin samples (+/− antibody for TPA, Control, and ZnCl_2_) were incubated for 2 h with Protein A/G beads (15 μl of beads per 100 μl of chromatin; blocked overnight with 0.5 mg/ml bovine serum albumin and 0.4 mg/ml yeast RNA). The beads were then washed (resuspension followed by centrifugation) twice with 400 μl of each a low salt buffer (20 mM Tris–HCl pH 8, 150 mM NaCl, 2 mM EDTA, 1% Triton X 100, 0.1% SDS), a high salt buffer (20 mM Tris–HCl pH 8, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), a high salt buffer containing LiCl (20 mM Tris–HCl pH 8, 250 mM LiCl, 1. mM EDTA, 1% sodium deoxycholate, 1% NP-40), and finally with TE buffer (10 mM Tris–HCl pH 8, 1 mM EDTA). Beads were then resuspended in 200 μl of elution buffer (50 mM Tris–HCl pH 8, 10 mM EDTA, 1% SDS) and incubated for 1 h at 37°C with shaking. Frozen inputs were thawed and diluted to a total volume of 200 μl of elution buffer and incubated for 1 h at 37°C with shaking. To reverse crosslinks, the resulting supernatant from chromatin samples and inputs were incubated overnight in 200 mM NaCl at 65°C. Next, samples were diluted 1:1 with Milli Q water to lower the salt concentration and proteins were digested using 160 μg of Proteinase K at 55°C for 1 h. DNA was purified via phenol:chloroform:isoamyl alcohol (#15593031; Thermo Fisher Scientific) extraction and ethanol precipitation. DNA pellets of chromatin samples (+/− antibody for TPA, Control, and ZnCl_2_) and of inputs were then resuspended in 27 or 100 μl of diethylpyrocarbonate (DEPC)-treated water, respectively.

For qPCR, 10-fold serial dilutions (1:10, 1:100, 1:1,000) of each input from each condition were prepared to allow for an absolute quantification analysis of the data. The qPCR reactions were prepared as follows: 600 nM forward primer, 600 nM reverse primer, 3 μl of DNA (sample, diluted input, or a no-treatment control [DEPC-water]), and 1X SYBR Select qPCR master mix (#4472918; Thermo Fisher Scientific), with a final volume of 21 μl. qPCR was then performed in technical duplicate (10 μl/reaction) on a Bio-Rad C1000 Touch thermal cycler using the recommended SYBR Select protocol and an annealing temperature of 57°C. C_T_ values between technical replicates were averaged and the %IP for each chromatin sample and primer set was calculated by generating a standard curve of the log quantities (based on dilution factor) of input chromatin versus their C_T_ values, performing a regression analysis to calculate the quantity of DNA in the sample, and finally accounting for all dilutions made throughout the ChIP protocol given the equation: $\%IP=\left(DNA\;quantity\right)*\frac{\left(Volume\;of\;ChIP\;eluate\right)}{\left(Volume\;of\;input\;eluate\right)}*\frac{\left(Volume\;of\;chromatin\;used\;for\;ChIP\right)}{\left(Volume\;of\;chromatin\;used\;as\;input\right)}$. All qPCR primers used in this study are listed in Table S3. The entirety of the ChIP-qPCR protocol was run on six biological replicates.

Table S3. List of ChIP-qPCR primers used in this study.

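Table S3 gives the forward and reverse primers of each target, and matching both to hg38 defines the fragment that the qPCR amplifies. The fragments are 94 bp for ERGIC1, 84 bp for NFIB, 107 bp for SFN, 109 bp for EGR1, 96 bp for PLD5, 75 bp for LRIG3-DT and 91 bp for CDKN1A. The CDKN1A fragment reads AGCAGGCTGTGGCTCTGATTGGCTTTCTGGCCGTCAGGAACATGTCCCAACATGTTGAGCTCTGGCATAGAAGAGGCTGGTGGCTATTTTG on the plus strand and holds GAACATGTCCCAACATGTTG, 2 mismatches from the paired p53 decamers, at 36676449 to 36676468. The LRIG3-DT fragment reads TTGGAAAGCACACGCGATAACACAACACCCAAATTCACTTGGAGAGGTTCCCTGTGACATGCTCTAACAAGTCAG and holds TGACATGCTCTAACAAGTCA, with 3 mismatches. The PLD5 fragment reads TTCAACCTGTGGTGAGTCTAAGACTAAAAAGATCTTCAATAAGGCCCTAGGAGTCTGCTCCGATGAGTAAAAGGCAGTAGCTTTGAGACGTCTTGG, and the closest match within 100 bp of it is TCACTTGTCTGGGCATGTTT, 2 mismatches away, at 242200293 to 242200312. For ERGIC1, SFN and EGR1 the best match without a spacer within 100 bp had 5 mismatches, and for NFIB 6. The amplicons' GC content was 46.8% for ERGIC1, 71.4% for NFIB, 63.6% for SFN, 60.6% for EGR1, 44.8% for PLD5, 46.7% for LRIG3-DT and 52.7% for CDKN1A.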

The signal:noise was calculated by dividing the %IP in the +Ab sample by the %IP in the −Ab sample for each target. The enrichment ratio was calculated by dividing the %IP in the +Ab sample for a given target by the %IP in the +Ab sample for the respective control sample. An inter-quartile statistical test was run on the enrichment ratio data to determine statistical outliers.

## Supplementary Material

Reviewer comments

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE212763.

# Supplementary material for: Cellular zinc status alters chromatin accessibility and binding of p53 to DNA
**Source:** Life Sci Alliance. 2024 Jul 8;7(9):e202402638. doi: 10.26508/lsa.202402638
**Supplement:** Supplementary file 7

| Target | Orientation | Primer Sequence |
| --- | --- | --- |
| CDKN1A (p21 5’) | Fwd | AGC AGG CTG TGG CTC TGA TT |
| CDKN1A (p21 5’) | Rev | CAA AAT AGC CAC CAG CCT CTT CT |
| EGR1 | Fwd | GCC TGA GGT TCT AGG TTC TTT |
| EGR1 | Rev | TCA AGG CCT CTC ACA GAG TA |
| ERGIC1 | Fwd | CAG TTG AAT GAG TGT CCT TTG G |
| ERGIC1 | Rev | ATG GCT AGC GAC TTC AGT G |
| Human Negative Control Set 1 | Fwd + Rev | Proprietary (ActiveMotif, #71001) |
| LRIG3-DT | Fwd | TTG GAA AGC ACA CGC GAT AA |
| LRIG3-DT | Rev | CTG ACT TGT TAG AGC ATG TCA CAG |
| NFIB | Fwd | CTC TTG CTC CCT CCA CCT |
| NFIB | Rev | GGA TTG GGA GCC AGC CA |
| PLD5 | Fwd | TTC AAC CTG TGG TGA GTC TAA G |
| PLD5 | Rev | CCA AGA CGT CTC AAA GCT ACT |
| SFN | Fwd | TTC CCA GCC TCA GAC AGA |
| SFN | Rev | GCC ACA TGC CAT CAG GTA |

How the deposited data were processed for this re-analysis (not part of the article)

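Chromatin accessibility was measured by ATAC-seq in MCF10A cells left untreated or treated for 30 min with 50 μM TPA or 30 μM ZnCl2, with 2 libraries per condition and 6 in all. The condition and replicate number of each library were taken from the sample labels and the paper's methods. The methods describe the replicates as biological, while the results describe them as technical. The labels state that each library was sequenced in more than 1 run and that the runs were combined, so a run is not a replicate.

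The authors trimmed adapters with BBDuk, mapped read pairs with HISAT2 to hg38 and called open regions with HMMRATAC in each library separately. The deposited lists give the position of each open region and a score per region, which the authors' caller assigned. The paper's text names neither the version of HMMRATAC nor the kind of score. Scores were whole numbers of at least 30 in every library, and they were used to rank regions within a list. Only the choice of the named gained and lost regions averaged them over libraries, whose scores need not be on 1 scale. The authors then merged the regions with muMerge, removed blacklisted regions, counted reads and tested differential accessibility with DESeq2. These later steps need reads, which were not analysed here, and the blacklist was not used here, so the regions reported are those of the lists before merging and filtering. Without read counts the depth of each library is unknown, and no interval that needs it is given. The number of regions per list, from 18887 to 44641 on the assembled chromosomes, is the only measure of library yield that was used.

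Regions on chromosomes 1 to 22, X and Y were kept, which left out between 72 and 203 regions per library on other contigs. A region counted as open in another list, or as overlapping a promoter, a site or an amplicon, when at least 1 bp overlapped. Regions of the 6 libraries were merged where they overlapped or touched, which gave the same result as bedtools 2.31.1. Gained regions were open in both treated and in neither control library, and lost regions the reverse. The counts were set beside those of the 2 other splits of the same 4 libraries. Promoters were the 1000 bp upstream of each gene's start site and nongenic sequence was everything outside genes and promoters, from GENCODE release 44 limited to genes that RefSeq lists. GC content came from the hg38 sequence. Consensus sites for CTCF and p53 were searched on both strands within 1500 bp of region centers, since motif matrices were not used here. Amplicons were placed by matching the primers of Table S3. The sites of Tables S1 and S2 and the motif tables of TFEA were read from the supplement, and their fold changes, E-scores and adjusted p-values are the paper's. The scores of 1 motif are not reported here. Of the supplementary table of p53 sites, only the first 1999 rows of the ZnCl2 sheet could be read.

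Each library gave 1 value per measure, and treated and control libraries were compared by a two-sided exact permutation test of the difference in means, for which 0.333 is the smallest possible p with 2 libraries against 2. The rule for naming loci, fixed in advance, was every locus that the paper names in its accessibility results and, for regions gained and lost with each treatment, the pair with the highest mean score over the libraries with a call. Alternatives were the upper 50% of each list by score, an equal number of regions per library, all contigs, an overlap of at least 50%, assignment by region center, promoters on both sides of the start site, a motif window of 250 bp, leaving out each library in turn, the replicate number as a block, and for the motif tables the corrected column and a strict threshold.

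The procedures were tested on simulated data. Among 49527 regions, 200 were planted as gained and 200 as lost, with a 95% chance that each of the 4 calls was right. Of these, 82.5% were recovered for TPA against control and 83.5% for ZnCl2 against control, where 81.5% follows from the chance of a call, and 191 and 210 other regions were called as gained or lost. All other regions were open with the same 95% chance in every library, so the simulated lists were close in length. The real lists held from 18887 to 44641 regions, so these counts do not estimate the false calls in them. Planted CTCF and p53 sites were found in 100% of 200 sequences, and the permutation p equaled that of SciPy in 100% of 20 trials. Computation used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and Matplotlib 3.10.9, and samtools 1.23.1.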

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

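No test in this part was chosen after its result was seen.

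TPA replicate 2 held 998 open regions over 10 kb, while the other libraries held between 29 and 157, and the paper does not discuss the width of its regions. These regions had a median width of 25580 bp, with quartiles of 18345 and 32545 bp, and a median score of 63, and together they covered 25.8 Mb, 33.4% of the open sequence of that library. TPA replicate 1, with the same treatment, had 157 such regions and control replicate 2 had 154, so the excess was in 1 library and not in the condition. If single calls had bridged several separate open regions, most of the wide regions would hold 2 or more regions of TPA replicate 1. This was so for 28.2%, while 62.0% held 1 region, of median width 1530 bp, and 9.82% held none, which argues against bridging as the main source. A change in copy number on part of the genome would gather the wide regions on few chromosomes, but the largest share on 1 chromosome was 13.6%, on chromosome 1, which holds 11.6% of the library's other regions. What stays open is how the caller set the edges of regions in this library, which was not tested, and a biological difference of this culture, which the design cannot test because it is 1 library. The covered length of TPA replicate 2 and the width of its call over MT1E rest in part on these regions. Under such a call no region could count as lost with TPA, because TPA replicate 2 was open there. How far this lowered the number of lost regions was not tested.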

How the results depend on the processing

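The settings that used all GENCODE genes or all transcript start sites, left out chromosome 20 or crossed the replicate numbers, the percent of promoter and nongenic regions that changed, the choice of the top-hit regions, and the alternatives for these and for the 8 regions named by their mean score were added after the data had been seen. All other choices and alternatives were made before the data were examined.

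Across the results that compare a treatment with the control or count motifs, 57 differences between group means kept their direction under an alternative that used all libraries, 49 of them within 1 SD of the value with all regions and 8 beyond it, and 4 changed direction. With 1 library left out, 48 differences kept their direction and 12 changed it, and their distance from the value with both replicates cannot exceed that SD by construction. Of the counts and shares, 26 stayed within 1.5 times the count or within the 95% interval of the share and 61 moved. Beyond the SD were the less accessible sites of Table S1 with TPA, from -1.96 to -49.0 percentage points with an equal number of regions and -43.1 in the upper 50% of each list, and the more accessible ones, from 9.09 to 27.3 and 22.7. The p53 consensus difference with ZnCl2 shrank from -0.0675 points to -0.0185, -0.0256 and, with a window of 250 bp, -0.0345. The CTCF difference with TPA shrank from -0.647 to -0.111 with that window, and the p53 difference with TPA was 0.0224 there. For single loci, judged only by the number of libraries with a call, 34 stayed and 4 moved. In the upper 50% of each list, MT1E was open in 2 libraries, NFIB in 3 and the CDKN1A amplicon in 0, and with an equal number of regions the CDKN1A amplicon was open in 1. That number can stay while a condition loses all its calls. With an equal number of regions, MT1E and NFIB had no TPA call left. PLD5 and LRIG3-DT had no ZnCl2 call left, and the top-ranked region for TPA had no control call left. The CTCF consensus in nongenic regions kept its direction with an equal number of regions, in the upper 50% of each list, with all contigs, with a window of 250 bp and with each library left out, negative for TPA and positive for ZnCl2. Its separation of all treated from all control libraries was lost with the window of 250 bp for TPA (exact permutation test, p = 0.667) and ZnCl2 (exact permutation test, p = 1), and with all contigs for ZnCl2 (exact permutation test, p = 0.667).

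Using an equal number of regions raised the regions lost with TPA to 1181 and those gained with ZnCl2 to 833, and set the lost share at 54.6% for TPA and 53.6% for ZnCl2. It changed 8.32% of promoter and 7.75% of nongenic regions with TPA and 3.32% and 6.91% with ZnCl2. The direction of the p53 consensus difference for TPA turned to -0.0185 percentage points. In the upper 50% of each list that difference was -0.0183 points, the lost share for TPA was 33.6%, and 3.92% of promoter and 5.11% of nongenic regions changed with TPA and 0.953% of promoter regions with ZnCl2. Requiring an overlap of 50% gave 732 regions lost with TPA, a lost share of 42.8%, 220 gained with ZnCl2 and a lost share of 77.7%. Assigning regions by their center turned the nongenic difference to 1.94 points for TPA and -2.25 points for ZnCl2. By the paper's GC-corrected column, 209 promoter and 23 intergenic motifs passed in TPA, against 497 and 110, and at promoters 77 were enriched and 132 depleted, against 375 and 122. Shorter lists of equal length remove the differences in list length by construction, and for the other changes the cause was not tested.

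Leaving out 1 library left 1 sample in a group, and these values have no test. Across the 4 fits per comparison, the difference in open regions ran from -6002 to 13608 for TPA and from -16163 to 3447 for ZnCl2. The promoter share difference ran from -9.58 to 0.515 points for TPA and from -1.52 to 12.9 for ZnCl2, the nongenic share from -5.18 to 4.69 and from -4.00 to 5.87, and GC content from -2.99 to 1.50 and from -1.23 to 3.25. The CTCF difference ran from -0.990 to -0.303 for TPA and from 0.357 to 2.59 for ZnCl2, and the p53 difference from 0.00616 to 0.0570 and from -0.0828 to -0.0523. The difference in open sites ran from -6.86 to 2.94 points for the less accessible and from 4.55 to 13.6 for the more accessible sites of Table S1 with TPA, and from -75.0 to -41.7 for Table S2 with ZnCl2. Regions gained with TPA ran from 1068 to 10110 and those lost from 402 to 6303, with a lost share from 3.82% to 85.5%. For ZnCl2, gained regions ran from 123 to 3018, lost regions from 923 to 10012 and the lost share from 24.3% to 98.8%. The percent of promoter regions that changed ran from 2.64 to 9.77 for TPA and from 3.02 to 10.9 for ZnCl2, and that of nongenic regions from 4.95 to 20.7 and from 4.89 to 21.1. The extremes of the lost share came from leaving out control replicate 1 or 2 for TPA, and control replicate 1 or ZnCl2 replicate 2 for ZnCl2.

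Over the merged regions of the full lists, which differ in length, deviations from the group means were weakly correlated between libraries of the same replicate number. The correlation was 0.111 between TPA and control, -0.152 between ZnCl2 and control and 0.0430 between TPA and ZnCl2. With an equal number of regions, the split by replicate number gave 787 changed regions for TPA and control, against 475 with the numbers crossed. For ZnCl2 and control it gave 770, against 634. A difference tied to the replicate number is thus not excluded, and no source ties a number to a shared batch. Counted within each replicate number as a block and averaged, 7310 regions were gained and 4156 lost with TPA, a lost share of 36.2%, and 6749 were gained and 13020.5 lost with ZnCl2, a lost share of 65.9%. A block needs only 1 library per group to be open or closed, which raises the counts by construction. With the numbers of ZnCl2 and control crossed, 2368.5 regions were gained and 8640 lost. For a difference of group means the block gives the same value by construction. Leaving out chromosome 20 changed neither the ZnCl2 counts by more than 1.5 times nor the lost share beyond its interval. Because the lists hold no read counts, no statement could be made about changes in coverage at regions open in all libraries, which make up 32.0% of the merged regions.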

Differences from the paper's values

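No test was run for this part. The paper reports 73% of the differentially accessible regions with TPA as less accessible, whereas 25.6% of the regions that changed between the lists were lost. Of the alternatives set before the data were examined, the value with an equal number of regions, 54.6%, and that without control replicate 1, 85.5%, came within 1.5 times the paper's value. The upper 50% of each list (33.6%), all contigs (26.3%), an overlap of 50% (42.8%), leaving out TPA replicate 1 (14.5%), TPA replicate 2 (37.0%) or control replicate 2 (3.82%), and the replicate block (36.2%) did not. The paper's share is over regions tested by read coverage, and the value here is over calls that are present or absent.

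The paper reports 0 p53 sites with significant changes shared between the treatments, whereas 2 positions are listed in both Table S1 and Table S2, on chromosome 8 from 106269981 to 106270306 and on chromosome 5 from 76711475 to 76711824. No alternative applies to this count of the paper's own tables. The paper's text also gives 6 sites changed with ZnCl2, 5 of them less accessible, whereas Table S2 lists 7 and 6. The legend of Fig 5 gives 7 changed sites, 5 of them less accessible.

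Other statements of the paper were not matched by the calls or tables. The paper states that the site upstream of SFN gained accessibility with TPA, and the rank of its open region within the list was 92.6% ± 0.789 (SD, n = 2) with TPA and 93.5% ± 4.37 (SD, n = 2) in the control, a difference within the replicate spread. The paper tested read coverage at the p53 site, whereas the calls were 4660 to 8290 bp wide and reached across the gene. The rank of such a call cannot show or exclude a local change in coverage. The paper states that the qPCR targets were taken from the differentially accessible sites, and 0 of the 6 amplicons of these targets overlapped a site of Table S1 or Table S2. The paper's discussion counts more differentially accessible sites than these tables list, and sites outside the tables were not checked.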

Other observations

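The tests of the 25-Mb block and of the score minimum on chromosome 20, and the tests of repeated sequence, weighted over all changed regions and separate for regions gained and lost with ZnCl2, were chosen only after the result was seen.

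In the control and with ZnCl2, the number of open regions differed more between replicates than between the means of the conditions. The TPA replicates lay 5474 regions apart, less than the difference of ZnCl2 from the control. A candidate explanation is a lower yield of calls from the same landscape in the library with fewer regions. In that case the shorter list would lie within the longer one, and the regions it misses would score low there. Of the regions in the shorter list, 99.4% in the control, 95.1% with TPA and 98.2% with ZnCl2 were open in the longer one, and a region shared with the replicate outscored a missed one in 92.8%, 88.9% and 92.0% of comparisons. These values are consistent with a difference in yield, by depth or by signal, which the lists cannot separate. No biological explanation can be tested for a difference between replicates.

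The promoter share of a library fell with its number of open regions. Over the 6 libraries Pearson's r was -0.965 (exact permutation test, two-sided, p = 0.00694, 0.0278 after Benjamini-Hochberg adjustment over 4 measures) and Spearman's rho was -0.886 (exact permutation test, p = 0.0333, adjusted 0.0667). Without the 2 libraries farthest from the median, r was -0.676, so the relation rests in part on control replicate 1 and ZnCl2 replicate 2. For GC content r was -0.866 (exact permutation test, p = 0.025, adjusted 0.05) and rho -0.886, and r was -0.845 without those 2 libraries. The nongenic share gave r = 0.552 (exact permutation test, p = 0.271, adjusted 0.361), and 0.885 without those libraries. The CTCF consensus gave 0.0938 (exact permutation test, p = 0.878, adjusted 0.878), and -0.104 without them. The labels give no batch within which the relation could be recomputed. When each list was shortened to the same number of regions, the range of the promoter share over the libraries fell from 18.6 to 7.34 percentage points, consistent with list length as a source of much of that spread. The lower promoter share of both TPA libraries at equal number is left open by this. An effect of Zn2+ depletion there is a hypothesis that the exact permutation test of 2 libraries against 2 cannot settle at 0.05.

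ZnCl2 replicate 2 had no open region on chromosome 20 between 28495980 and 50028411, a stretch of 21.5 Mb that the paper does not mention. The other libraries had 295 to 474 regions inside and gaps of at most 2.02 Mb on the chromosome, and 262 merged regions inside were open in all 5 of them. The next longest run of such regions missed by any library was 3. Loss of this sequence from the library would bring the ZnCl2 log2 fold changes of sites inside to about -1 or below, since 1 of the 2 libraries would have no reads. The paper's value at the only Table S1 site inside, from 32207781 to 32207920, is -0.134 with a standard error of 0.216, and 14 sites inside with a base mean of at least 20, among the first 1999 rows of the paper's sheet for ZnCl2, lie between -0.39 and 0.46. These values argue against missing reads. A block of 25 Mb left out when regions were called would begin at 25 Mb, but 23 calls lie between there and the stretch. Removal by the score minimum would leave the caller's running peak number advancing at its usual rate, but it advanced by 17 across the stretch, 0.790 per Mb against 530 per Mb on the rest of the chromosome. A step at which regions of this stretch were neither called nor numbered in this library stays open and untested. Of the 855 regions lost with ZnCl2, 8 lie inside.

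Regions gained and regions lost differed in GC content, with opposite signs for TPA and ZnCl2. With an equal number of regions the larger difference among the mixed splits was 4.16 percentage points for the TPA and control libraries and 5.44 points for the ZnCl2 and control libraries, smaller than those of the real splits, -8.41 and 9.02 points. With all regions the real splits gave -8.97 and 10.1 points, and the mixed splits reached 3.00 and 9.69 points in size. An effect of treatment and differences in GC content between single libraries cannot be told apart, because 3 splits of 4 libraries cannot separate the real one from chance. In the paper's TFEA tables the E-scores follow motif GC content with opposite signs for the treatments. The correction in those tables removes the linear relation for TPA by construction, so the corrected E-scores are no test of it. A candidate explanation for part of the motif enrichment is a difference in the GC content of the regions that changed, which the corrected count of 209 promoter motifs in place of 497, with 192 in both, bears on for TPA only.

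Reads shared between near-identical copies of a sequence might decide whether a region is called. The sets of regions gained and lost with each treatment hold 2297 entries, with a region that changed with both treatments counted in each. Over these an estimated 23.0% held a piece of 50 bp found more than once in the genome, from 385 sampled regions weighted by the size of the 4 sets, against 32% of 100 regions open in all 6 libraries. The difference was -9.01 percentage points, with a 95% bootstrap interval from -19.3 to 0.978, which leaves the explanation open for the regions as a whole. For those gained with ZnCl2 the share was 74.1% of 85 regions (Fisher's exact test, p = 1.29e-08, 5.14e-08 after Benjamini-Hochberg adjustment over 4 sets), which is consistent with it, and for those lost with ZnCl2 it was 15% of 100 sampled (p = 0.00722 by Fisher's exact test, adjusted 0.0144), which argues against it there. With TPA the shares were 22% for gained and 33% for lost regions (Fisher's exact test, p = 0.151 and 1, adjusted 0.202 and 1). An effect of ZnCl2 on repeated sequence stays open and was not tested.

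In the paper's TFEA tables the pair of MTF1 motifs with ZnCl2 in intergenic regions had E-scores of 0.135 and 0.198, with adjusted p of 0.1 and 0.01, and neither passes the threshold the paper used for its counts.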
